# Developmental changes in myocardial B cells mirror changes in B cells associated with different organs

**DOI:** 10.1172/jci.insight.139377

**Published:** 2020-08-20

**Authors:** Cibele Rocha-Resende, Wei Yang, Wenjun Li, Daniel Kreisel, Luigi Adamo, Douglas L. Mann

**Keywords:** Cardiology, Immunology, B cells

## Abstract

The naive heart harbors a population of intravascular B cells that make close contact with the cardiac microvasculature. However, the timing of their appearance and their organ specificity remain unknown. To address this knowledge gap, we performed a systematic analysis of B cells isolated from the myocardium and other organs, from embryonic life to adulthood. We found that the phenotype of myocardial B cells changed dynamically during development. While neonatal heart B cells were mostly CD11b^+^ and CD11b^–^ CD21^–^CD23^–^, adult B cells were predominantly CD11b^–^CD21^+^CD23^+^. Histological analysis and intravital microscopy of lung and liver showed that organ-associated B cells in contact with the microvascular endothelium were not specific to the heart. Flow cytometric analysis of perfused hearts, livers, lungs, and spleen showed that the dynamic changes in B cell subpopulations observed in the heart during development mirrored changes observed in the other organs. Single cell RNA sequencing (scRNAseq) analysis of B cells showed that myocardial B cells were part of a larger population of organ-associated B cells that had a distinct transcriptional profile. These findings broaden our understanding of the biology of myocardial-associated B cells and suggest that current models of the dynamics of naive B cells during development are incomplete.

## Abstract 2

Myocardial B cells are part of a larger population of intravascular organ-associated B cells.

## Introduction

The immune system plays a critical role in the context of myocardial homeostasis and adaptation to injury (1), and it is therefore critical to understand the biology of the myocardial leukocyte pool. Surprisingly, while B cells are the second most prevalent leukocyte population in the naive murine heart (2, 3) and play important roles in the context of cardiac adaptation to injury (4–9), little is known with respect to the basic aspects B cell biology in the heart. Current models of B cell biology posit that, in the absence of tissue inflammation, B cells continuously circulate through blood and lymphatic vessels, moving between primary and secondary lymphoid tissue without accumulating in peripheral tissue (10–12).

However, this prevailing view has been challenged by the notion that myocardial-associated B cells are a subset of circulating B cells. We have recently identified a population of intravascular myocardial-associated B cells that remain in close approximation with the microvascular endothelial cells in the heart, in the absence of discernible tissue injury, and express a transcriptional profile that is distinct from that of circulating peripheral B cells (13). Our initial observations were limited to characterizing B cell biology in the naive adult mouse heart and did not address more fundamental questions regarding the characteristics of B cells in the embryonic, neonatal, and adult heart — nor did they address whether myocardial B cells shared common biological profiles with B cells in other organs. In the present study, we characterize myocardial B cells from embryonic to early adult life and compare these changes with those occurring in B cells in the blood, spleen, liver, and lung using a combination of flow cytometry, immunofluorescence, intravital microscopy, and single cell RNA sequencing (scRNAseq). Here, we show for the first time to our knowledge that myocardial-associated B cells are in equilibrium with splenic B cells throughout life and are representative of a much larger population of B cells that are associated with the lung and liver.

## Results

### Characterization of myocardial-associated B cells from embryonic to adult stage.

We have previously described (5, 13) 3 subsets of CD19^+^ B cells in the murine heart: (a) CD11b^+^CD5^+^IgM^hi^, consistent with B1a cells; (b) CD11b^+^CD5^–^IgM^hi^, consistent with B1b cells; and (c) CD11b^–^ B2 cells. By further refining our tissue digestion protocol, we were able to reliably identify 2 additional CD markers frequently used to classify murine B cells, namely CD21 and CD23 (14) (Supplemental Figure 1; for details, see Methods; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.139377DS1). Using this optimized protocol, we identified 2 additional CD19^+^CD11b^–^ myocardial B cell subsets: (a) CD21^+^CD23^+^ and (b) CD21^–^CD23^–^, which are characteristic of multiple subtypes of B2 cells (full gating strategy and myocardial subsets are shown in Supplemental Figure 2).

In order to study the characteristics of B cells in the heart, we analyzed freshly isolated hearts of naive WT mice from E13.5 to 10 weeks of age. We found that B cells were present in the heart at E13.5 and that the relative prevalence of myocardial B cell subsets changed dynamically during development and early postnatal life (Figure 1, A–C). CD19^+^CD11b^+^IgM^hi^CD5^+^ cells were more abundant in the embryonic hearts (E13.5–E15.5). Their prevalence decreased rapidly by the time of birth (P1) but increased again in early neonatal life (peak at P7) (Figure 1A and Supplemental Table 1). This increase was not sustained, however, and this subgroup of B cells constituted only a small fraction of B cells in the adult heart (Figure 1 and Supplemental Table 1). At birth, most myocardial B cells were CD19^+^CD11b^–^CD21^–^CD23^–^. The prevalence of this subpopulation gradually decreased as the mice aged, whereas the prevalence of the CD19^+^CD11b^–^CD21^+^CD23^+^ subset increased (Figure 1 and Supplemental Table 1). The expression of IgM and IgD in CD11b^–^ B cells also changed dynamically during development (Supplemental Figure 3), with IgM^hi^IgD^lo^ subsets of B cells prominent in embryonic and P1 through P14 hearts, and IgM^hi^IgD^hi^ and IgM^lo^IgD^hi^ B cells prominent during late postnatal (P21) and adult hearts.

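Myocardial B cells of neonatal (2 weeks) and adult (8 weeks) mice were sequenced as 2 droplet libraries, 1 per age, so each difference between the ages is also a difference between the libraries and has no replicate check. The title of the neonatal sample gives its age as 15 days. The sample labels give the neonatal pool as male and female and the adult pool as male, so sex differs with age as well. Of the B cells kept below, 314 of 2008 neonatal and 0 of 1952 adult cells had Xist reads without Y-linked reads, which marks female cells. For each age, the hearts of 6 mice were processed in 2 tubes of 3 hearts. The authors deposited for each library the number of unique molecular identifiers (UMIs, each marking 1 captured mRNA molecule) per gene and droplet barcode, without normalization, together with rows for the 3 antibodies. The tables list every barcode of the kit and therefore include droplets without a cell. They hold 26866958 gene UMIs for the neonatal library and 49500780 for the adult library, of which 72.8% and 77.6% lie in droplets with at least 500 UMIs. Since the tables mark no cells, droplets were called here as cells by the rule of the first step of Cell Ranger, with a minimum at the 99th percentile of the 3000 droplets with most UMIs divided by 10. This minimum was 3199 UMIs in the neonatal library and 5466 UMIs in the adult library. It called 2294 neonatal and 2068 adult droplets. Droplets with fewer than 200 genes or more than 10% mitochondrial UMIs were left out, as were 34 neonatal and 32 adult droplets with the highest doublet scores. A cluster with macrophage markers, of 22 neonatal cells and 2 adult cells, was also left out. The remaining 2008 neonatal B cells had a median of 5968 UMIs and the 1952 adult B cells a median of 10315.5 UMIs. The adult minimum lay above the most frequent UMI count of the larger adult droplets, which fell between 3981 and 4467 UMIs. With a fixed minimum of 500 UMIs, 2093 neonatal and 3713 adult B cells were kept. The UMIs of each gene were summed over the B cells of a library and divided by the total of those cells (CPM). Log2 ratios are adult over neonatal, with exact conditional binomial 95% intervals on the UMIs of both libraries, which cover counting error only.

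**Figure D1:**
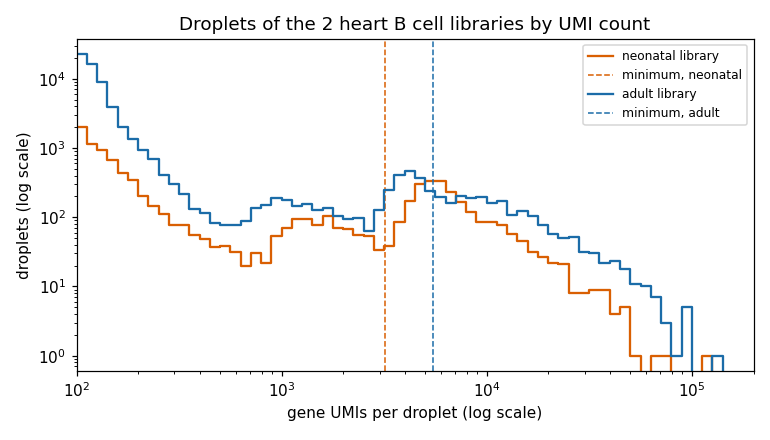
Number of droplets (log scale) by gene UMIs per droplet (log scale) in the neonatal and the adult library; the dashed lines mark the minimum for a cell in each library. The neonatal minimum of 3199 UMIs lies to the left of the main peak of the neonatal droplets, and the adult minimum of 5466 UMIs to the right of the main peak of the adult droplets.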

In order to gain further insight into the identity of the various myocardial B cells subsets, we performed scRNAseq of neonatal (2 weeks) and adult (8 weeks) myocardial B cells (Figure 2). We combined 10× single cell gene expression analysis with immunostaining using TotalSeq antibodies against CD11b, CD23, and CD21 (Supplemental Table 10). 

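TotalSeq antibodies carry a DNA barcode that is sequenced with the mRNA, so that each antibody is counted in UMIs per droplet like a gene. Over all barcodes, the antibody rows of the deposited tables hold 3 UMIs in the neonatal library, 2 for CD11b and 1 for CD21. In the adult library they hold 2 UMIs, 1 for CD21 and 1 for CD23. No cell could be assigned to a CD11b, CD21 or CD23 subset from these counts. The subsets were therefore followed only through the transcripts of the same proteins. CD21 is encoded by Cr2 (ENSMUSG00000026616), which the GENCODE annotation of GRCm38 places on chromosome 1 from 195136811 to 195176716. CD23 is encoded by Fcer2a (ENSMUSG00000005540) on chromosome 8 from 3681737 to 3694175, and CD11b by Itgam (ENSMUSG00000030786) on chromosome 7 from 128062640 to 128118491. The paper's text does not name the annotation used for counting, and 99.6% of the gene identifiers in the tables were found in this one.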

Heart B cells sorted from neonatal mice showed a distinct gene expression profile in comparison with B cells sorted from the adult heart (Figure 2A) and were mostly CD21^–^CD23^–^ (Figure 2B), whereas in the adult heart, B cells were mostly CD21^+^CD23^+^ (Figure 2B). 

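Cr2 had 27.5 CPM in neonatal B cells and 127 CPM in adult B cells, a log2 ratio of 2.21 (95% interval 2.06 to 2.35). Fcer2a rose less, from 171 to 255 CPM, with a log2 ratio of 0.58 (0.51 to 0.64). Among the alternatives tried, the log2 ratio of Fcer2a was lowest, at 0.34, when each cell was thinned to 1000 UMIs. It was highest, at 1.11, with a mitochondrial limit of 5%, which kept only 67 neonatal and 99 adult cells. To compare the share of cells with a transcript at the same depth, each cell was thinned to 1000 UMIs, and no cell was too shallow. At this depth a Cr2 UMI was present in 3.69% of neonatal cells (exact 95% interval 2.91 to 4.61%) and 12.6% of adult cells (11.1 to 14.1%). The neonatal Cr2 share was the highest of the settings tried. It was 2.69% with doublets kept and lowest, at 2.41%, with droplets added by the EmptyDrops test. Both values lie below the interval, which therefore understates the spread. Each set of cells was thinned once at random. With doublets kept, 55 of 2042 neonatal cells had a Cr2 UMI, against 74 of 2008 without the 34 doublets. Added cells cannot lower the number of cells with a UMI, so this gap comes from the random draw of the thinning and not from the setting. The adult Cr2 share lay between 9.53% (minimum of 2000 UMIs) and 15.2% (mitochondrial limit of 5%). A Fcer2a UMI was present in 15.9% of neonatal (14.4 to 17.6%) and 23.2% of adult cells (21.3 to 25.1%). Near-empty droplets held a mean of 55.9 UMIs in the neonatal and 92.0 UMIs in the adult library. If each cell held as many free UMIs, 0.0258% of neonatal and 0.0988% of adult thinned cells would have a Cr2 UMI, and 0.231% and 0.339% a Fcer2a UMI, far fewer than observed. In the macrophage-like cluster, 2 of 24 thinned cells had a Cr2 UMI (8.33%, exact 95% interval 1.03 to 27.0%) and 0 had a Fcer2a UMI (up to 14.2%). As sequenced, with a median of 13238.5 UMIs, 9 of these 24 cells had a Fcer2a UMI, so the cluster is no clean background. At 1000 UMIs, 81.4% of neonatal and 68.1% of adult cells had neither transcript. As sequenced these shares were 50.0% and 14.1%, a wider gap that includes the greater depth of the adult cells. With a minimum of 500 UMIs the median depth was not higher in adult cells, at 5467 UMIs against 5879 in neonatal cells. The adult depths were more spread, with 5th and 95th percentiles of 1133 and 26174 UMIs against 3411 and 17224. The shares as sequenced were then 51.2% of neonatal and 21.9% of adult cells, which is not a comparison at equal depth. Thinned to 1000 UMIs, they were 82.7% and 66.6%. Itgam was rare, with 46 UMIs over all neonatal and 275 over all adult B cells. The CPM of Ighm fell by 0.39 and that of Ighd rose by 0.45 on the log2 scale, while Cd79a differed by -0.07, a value whose sign changed with the scaling.

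Among genes with at least 100 CPM in either library, leaving aside Xist and the Y-linked genes that mark sex, the largest ratios toward the adult library after Ighg2c were those of Ly6a (2.42), Traf1 (2.35) and H2-Q7 (2.35). The reads of H2-Q7 can be shared with near-identical genes of its family. Ighg2c had 3329 UMIs in the adult and 0 in the neonatal library, but 3271 of them came from 1 cell. The largest ratios toward the neonatal library were those of the hemoglobin genes Hbb-bs (-12.34, -15.38 to -10.49) and Hba-a1 (-10.71, -13.76 to -8.86), each with only 2 UMIs in the adult library, followed by Myadm, Rilpl2 (-1.96) and Rasd1 (-1.89). Hemoglobin genes are transcribed in red blood cell precursors. Of the 3208 neonatal droplets with at least 500 UMIs, only 72 held an Hbb-bs UMI and only 20 an Hba-a1 UMI. The hemoglobin ratios thus rest on few droplets and do not describe neonatal B cells in general. Their intervals, which treat UMIs as independent, understate the spread. In the space of 30 principal components, with equal numbers of cells from each library, 93.6% of the 15 nearest neighbors of a cell came from its own library. Thinning each cell to 1000 UMIs lowered this share to 69.7%. A random split of the neonatal cells gave 49.6%, and male against female neonatal cells, told apart by Xist and Y-linked reads, gave 51.3%.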

To assess the relationship between CD21^+^CD23^+^ and CD21^–^CD23^–^ cells, we performed a pseudotime analysis using the density of CD21^–^CD23^–^ cells to guide the pseudotime estimation. This analysis showed a trajectory from CD21^–^CD23^–^ cells in neonatal hearts to CD21^+^CD23^+^ cells in adult hearts (Figure 2C), suggesting that CD21^–^CD23^–^ B cells mature into CD21^+^CD23^+^ B cells. 

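Monocle 3 was replaced here by diffusion pseudotime, and the density of CD21–CD23– cells by the neighborhood with the highest mean of 6 transitional B cell genes (Cd93, Cd24a, Vpreb3, Sox4, Spib and Ly6d), since no cell could be assigned to an antibody subset. The root was a neonatal cell, as the choice of these genes favors, so the direction of the trajectory is given by the root and was not tested. Cells were ranked by pseudotime from 0 to 100. Neonatal B cells had a median rank of 25.6 (quartiles 12.8 and 38.7) and adult B cells a median rank of 72.6 (quartiles 58.6 and 85.6). With 5 diffusion components these medians were 25.5 and 73.1, and with 30 neighbors 25.7 and 72.6. In a setting chosen after the data were seen, a minimum of 500 UMIs, they were 19.6 and 64.3. The cells were divided by rank into 4 groups of 990. The first group held 979 neonatal cells and the last 107. Because the libraries separate in the same space, a path from one to the other follows both age and library. Over the 4 groups, Vpreb3 fell from 710 CPM through 237 and 185 to 78.8 CPM. Fcer2a had 118, 313, 322 and 127 CPM, and Cr2 had 24.5, 51.7, 138 and 91.8 CPM. These values mix the libraries, whose shares differ between the groups. Within the neonatal library alone, Fcer2a had 115, 298, 110 and 12.7 CPM, with 107 cells in each of the last groups, and Cr2 had 24.2, 42.0, 16.0 and 3.41 CPM. Within the adult library, from the second group on, Fcer2a had 368, 348 and 146 CPM and Cr2 had 87.1, 153 and 106 CPM. Neither gene rose steadily along the ranks in either library. Of the clusters described below, the follicular-like one had a median rank of 52.69 and cluster 2, led by Pxdc1 and Cr2, one of 73.56. The B1-like cluster had 83.59, and the clusters led by interferon-response and cell cycle genes ranked higher still. Cluster 8, led by Sox4, was lowest at 1.36. The ranks thus do not end in follicular-like cells, and the missing rise cannot decide whether CD21–CD23– cells mature into CD21+CD23+ cells.

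**Figure D2:**
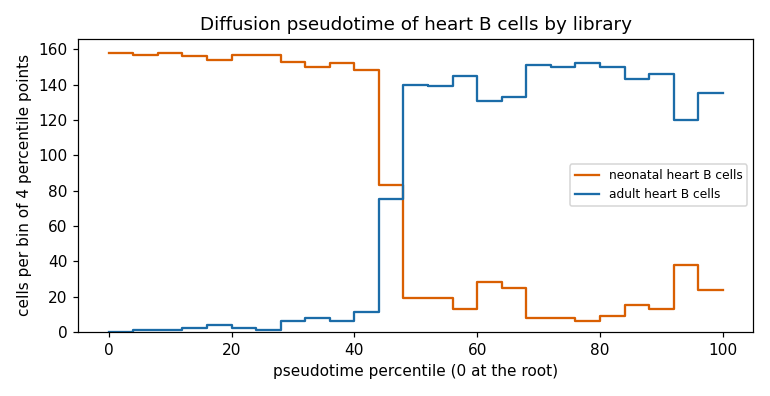
Number of cells per bin of 4 percentile points (y axis) by diffusion pseudotime rank (x axis, 0 at the root) for neonatal and adult heart B cells. Neonatal cells fill the lower ranks around their median of 25.6 and adult cells the upper ranks around their median of 72.6, with some neonatal cells also among the highest ranks.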

Comparison of the genes uniquely upregulated in CD21^–^CD23^–^ cells, CD21^+^CD23^+^ cells, and CD11b^+^ cells using the Immgen RNAseq signature database identified myocardial CD21^–^CD23^–^ cells as newly formed B cells (NFB)/transitional 1 (T1) cells (Figure 2D), myocardial CD21^+^CD23^+^ B cells as T3/follicular (FO) cells (Figure 2E), and CD11b^+^ cells as B1 cells (Figure 2F) (Supplemental Table 2). 

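The 3 lists of 20 genes in Supplemental Table 2 were compared between the ages, since the subsets themselves could not be assigned. The study chose the lists on these same libraries, so the values describe the libraries and are no independent evidence. The CD21–CD23– list had a median log2 ratio of -0.60, with 18 of 20 genes higher in the neonatal library, and lay below all 10000 random lists of genes matched on mean expression. Within it, Myadm had a log2 ratio of -2.05 and Vpreb3 of -1.34, while Cd24a and Igkc were near 0, with signs that changed between the alternatives. The CD21+CD23+ list had a median of 0.40, with 15 of 20 genes higher in the adult library, and lay above all 10000 random lists. Pgap1 was lowest at -0.50. The CD11b+ list had a median of 0.87, with 17 of 20 genes higher in the adult library, and also lay above all matched random lists. Its highest gene was Ms4a6c (2.48) and its lowest Socs3 (-0.54). The median of all genes with at least 50 UMIs was -0.13, and median-of-ratios scaling, which moved it to 0.02, gave list medians of -0.45, 0.55 and 1.02. The alternative that moved a list most was the mitochondrial limit of 5%, under which the CD11b+ median was -0.73. That set of cells included macrophage-like cells, 14 of its 67 neonatal cells. The other 14 alternatives gave CD11b+ medians from 0.71 to 1.20. Of marker genes fixed before the data were examined, the 6 transitional B cell genes had a median of -0.98, the 6 follicular B cell genes 0.295 and the 8 B1 cell genes 0.005. The B1 cell value depended on the setting: it was 0.91 with the mean over cells, 0.83 with each cell thinned to 1000 UMIs, -0.24 with a minimum of 500 UMIs and -1.35 with the mitochondrial limit of 5%. The CD21–CD23– list shares 4 of the transitional genes, the CD21+CD23+ list 5 of the follicular genes and the CD11b+ list 3 of the B1 cell genes.

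**Figure D3:**
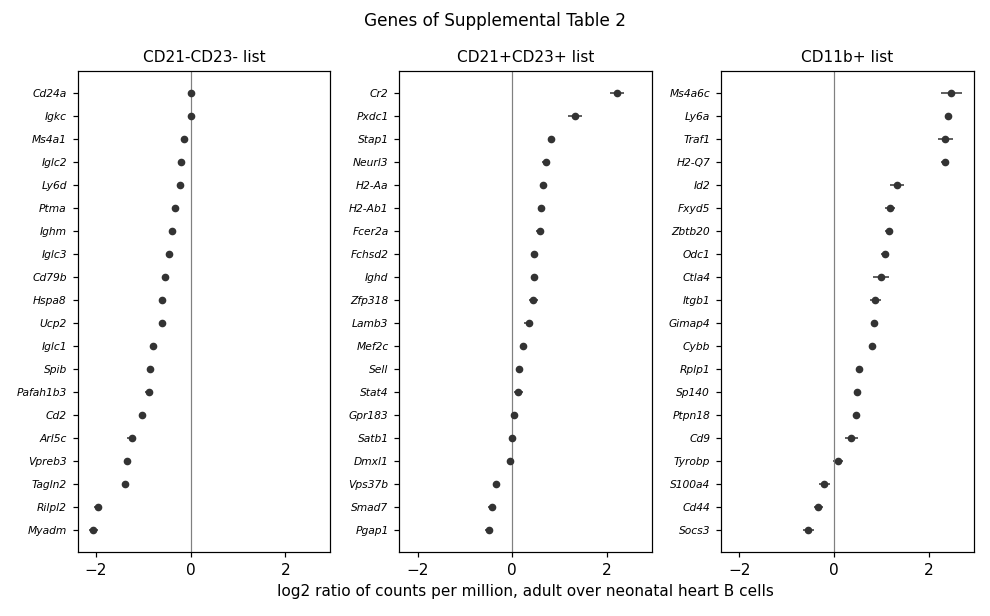
Log2 ratio of CPM, adult over neonatal heart B cells (x axis), for the 20 genes of each list; points are the ratios and bars their exact 95% intervals for counting error. In the CD21–CD23– list 18 genes lie left of 0, and in the CD11b+ list 17 genes lie right of 0.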

Viewed together, these analyses suggest that myocardial B cells are composed of subsets of follicular, transitional, and B1 cells, and that the ratio between these different subtypes of B cells changes dynamically from embryonic life to adulthood.

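Clustering of the called cells of both libraries gave 8 clusters, numbered by size. Cluster 1 (1729 neonatal and 39 adult cells) was led by Vpreb3, Rasd1 and Ccr7 and stayed unnamed, since only 2 transitional B cell markers passed the fold and detection limits. Cluster 2 (19 neonatal and 740 adult cells) was led by Pxdc1, Cr2 and Ccr6 and also stayed unnamed, with 2 follicular markers. Cluster 3 (191 neonatal and 515 adult cells) had 7 of 8 B1 cell markers and was called B1-like. Its cells were deep, with a median of 14661 UMIs, and its adult share depended on the minimum for a cell. B1-like cells made up 26.4% of adult cells here, 14.9% with a minimum of 500 UMIs and 11.6% with 2000 UMIs. In the neonatal library these shares were 9.41, 7.88 and 9.35%. The main adult set is thus richer in B1-like cells than the sets with lower minimums. Cluster 4 (27 neonatal and 491 adult cells) had 5 of 6 follicular markers and was called follicular-like. Clusters 5 and 6 were led by interferon-response genes and by cell cycle genes, cluster 7 was the macrophage-like cluster and cluster 8 held 13 neonatal cells. Clusters made mostly of cells from 1 library may reflect that library as well as a cell type, so their sizes were not compared between the ages. The names depended on the resolution of the clustering. At a resolution of 1 instead of 0.5, 11 clusters were found. Of a pair of follicular-like clusters, one held 868 neonatal and 34 adult cells and the other 27 neonatal and 496 adult cells. A transitional-like cluster held 800 neonatal and 8 adult cells. Of a pair of B1-like clusters, one had 500 of its 512 cells from the adult library. The other had 241 of its 263 cells from the neonatal library. A T cell-like cluster of 4 neonatal and 12 adult cells also appeared at that resolution. At 0.5 these cells were not separated, so they were kept among the cells analysed as B cells. Embryonic hearts were not analysed here. From its analyses, the paper proposes that myocardial B cells comprise follicular, transitional and B1 cells in proportions that change with age.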

We have shown previously that myocardial-associated B cells in the adult heart were primarily intravascular in location and in close approximation with vascular endothelial cells (13). To determine whether B cells were intravascular throughout development, we harvested hearts from CD19-Cre tdTomato reporter mice (13) from E18 to 5 weeks of age. Hearts were fixed and sectioned, and immunofluorescence staining was performed for the endothelial marker CD31. Figure 3 and Supplemental Videos 1–4 show that, in all analyzed time points, the vast majority of myocardial B cells were intravascular and in close association with the endothelium.

### Global changes in B cells during growth and tissue-specific features.

In our prior work, we showed that, in adult mice, myocardial B cells recirculate between the heart and spleen (13). We sought to determine whether the observed changes in cardiac B cell characteristics from the embryo to the adult mirrored changes in splenic B cells from the embryo to the adult. Figure 4, A–C, and Supplemental Table 3 show that the dynamic changes in B cell subsets observed in the heart paralleled changes in B cell subsets occurring in the spleen. For example, in neonatal stages P1–P14, the spleen had a similar increase in the prevalence of CD19^+^CD11b^+^IgM^hi^CD5^+^ cells that we had observed in the heart in the first weeks of postnatal growth. Analysis of spleen B lymphocytes revealed a similar age-related decrease in the pool of CD19^+^CD11b^+^CD21^–^CD23^–^ cells that occurred as the pool CD19^+^CD11b^+^CD21^+^CD23^+^ cells increased, mirroring the changes observed in the neonatal and adult heart (Figure 4, A–C and Supplemental Table 3).

Given that the dynamic changes in B cell subsets observed in the heart reflected changes observed in the spleen, we next asked whether this relationship was specific for the heart and spleen, or whether it reflected, more broadly, a similar relationship between splenic B cells and B cells in peripheral organs. To address this question, we simultaneously analyzed B cell subsets in the heart, spleen, blood, lung, and liver of neonatal and adult mice. All animals were carefully perfused with HBSS (with Ca^2+^ and Mg^2+^) after blood collection and before organ collection, in order to minimize the possible contamination of peripheral blood B cells in the various organs (for details, see Methods). We found that the dynamic changes in B cell subsets observed in the heart and spleen were also observed in other peripheral organs (Figure 5A). This statement notwithstanding, we noticed that there were several tissue-specific features with respect to B cell ontogeny. As one example, at P14, the prevalence of CD19^+^CD11b^+^IgM^hi^CD5^–^ cells was highest in the lung, intermediate in heart, spleen, and blood, and lowest in the liver (Figure 5B and Supplemental Table 4). In contrast, the prevalence of CD19^+^CD11b^+^CD21^–^CD23^–^ cells in the heart at birth (P1) was significantly different from that observed in blood, lung, and spleen (Figure 5B and *P* value in Supplemental Table 4). Many other tissue-specific differences were identified and are reported in Supplemental Table 4. Viewed together, these data show that the prevalence of B cell subsets changes dynamically in the heart, spleen, blood, lung, and liver during early postnatal life and that, while there is considerable overlap of the B cell subsets in different organs, there are tissue-specific features with respect to tissue-associated B cell subsets in the neonate and adult mouse.

### Myocardial B cells represent a subset of circulating B cells that are in close contact with the microvascular endothelium of the heart and have a unique transcriptional profile.

We have shown previously through histological analysis, intravital microscopy, and 10× single cell sequencing that intravascular myocardial B cells are distinct from circulating B cells and have a unique transcriptional profile (13). The findings in the present study with respect to the concurrent changes in B cell surface markers in the heart and spleen raised the interesting possibility that the subpopulations of B cells identified in the heart might not be unique to the heart but rather might reflect changes in subpopulations of B cells in close approximation with the microvasculature in different organs. To test this possibility, we performed histological analysis of lung and liver, intravital microscopy of the lung, and 10× single cells sequencing of B cells from the heart, blood, lung, and the liver. We first investigated the location of B lymphocytes histologically, by harvesting the lung and liver of CD19-tdTomato reporter mice, and then performing immunofluorescence staining with an anti-CD31 antibody. Immunofluorescence analysis of the liver (Figure 6A and Supplemental Videos 5–7) and lung (Figure 6B and Supplemental Videos 8–10) at P7, P14, and 5 weeks of age showed that the majority of B cells in these tissues were intravascular and in close relationship with the endothelium in neonates and adults, consistent with our previous findings in myocardial tissue (13). We next performed intravital microscopy of the lung of CD19-tdTomato reporter mice (Figure 6C and Supplemental Videos 11–13). We found that lung-associated B cells were predominately intravascular. Some B cells flowed rapidly through the vessels, while other B cells transited more slowly, and some paused on the endothelium, consistent with our prior intravital microscopy studies of myocardial B cells (13). Finally, we performed single cell sequencing of FACS-sorted B cells isolated from blood and perfused heart, liver, and lung. Samples were collected from the same mice, at the same time, and underwent the same digestion and staining protocols. To identify the tissue origin of the B cells, samples were stained with Hashtag antibodies (Supplemental Table 10), processed within the same 10× cDNA library, and sequenced together to eliminate potential “batch” artifacts. Figure 7A shows unsupervised clustering of scRNAseq data from this experiment. We identified the same clusters of B cells in blood, heart, liver, and lung. However, the relative density of specific clusters varied markedly between blood and organs (heart, liver, and lung), whereas the cluster density was similar in heart, liver, and lung. For instance, cluster 0 was abundantly represented in organ-associated (heart, liver, and lung) B cells but not in circulating B cells. Cluster 2 was the largest cluster in B cells from the blood but was rare among organ-associated B cells (Figure 7A). These data suggest that circulating blood B cells have a transcriptional profile that is distinct from that of intravascular B cells associated with liver, lung, and heart, and suggests that myocardial-associated B cells have a transcriptional profile that is similar to that of tissue-associated B cells present in other organs.

To confirm these findings, we first examined the expression of B cell–specific markers (Cd79a, Cd19, and Cd79b) in the above analysis and eliminated any cells that were negative for these markers from further analysis (Supplemental Figure 4). Then, we comparatively analyzed the gene expression profile of B cells from different compartments via heatmaps. Figure 7B shows a heatmap of the differentially expressed genes in B cells sorted from blood, heart, liver, and lung (Supplemental Table 5). These analyses confirmed that circulating B cells have a transcriptional profile distinct from that of organ-associated B cells and show that organ-associated B cells isolated from heart, lung, and liver have remarkable similarities. We explored the functional significance of the gene expression differences between blood and tissue-associated B cells using Gene Ontology (GO) Enrichment Analysis (Table 1) and Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg) pathways analysis (Supplemental Table 6). When compared with blood B cells, tissue-associated B cells were characterized by a differential regulation of several GO Biological Process Pathways, including cell activation and regulation of immune system process (Table 1), as well as KEGG signaling pathways associated with B cell receptor signaling and antigen processing and presentation (Supplemental Table 6).

Finally, we performed heatmap-based analysis and functional annotation of the genes differentially expressed in cluster zero, which is the cluster most represented within organ-associated B cells. Figure 7C shows that cluster 0 had a transcriptional profile clearly distinct from that of the other 6 clusters (Supplemental Table 7). Table 2 and Supplemental Table 8 show that cells in cluster zero were characterized by GO Biological Process Pathways related to B cell activation and metabolic activation (Table 2) and KEGG signaling pathways (Supplemental Table 8) associated with B cell receptor signaling and oxidative phosphorylation. These findings support the point of view that myocardial-associated B cells are a subset of a larger pool of intravascular organ-associated B cells that are transcriptionally distinct from circulating blood B cells and are characterized by activation of transcriptional pathways consistent with cell activation, increased metabolism, B cell receptor signaling, and possibly antigen processing and presentation.

## Discussion

In the present study, we systematically investigated B cell characteristics in the embryonic, neonatal, and adult mouse heart. We found that B cells are present in the naive heart as early as E13.5 (Figure 1). Consistent with our prior observations in the adult heart (13), we found that naive B cells in the heart are predominantly intravascular throughout embryonic and neonatal life (Figure 1, Figure 2, and Figure 3) and that myocardial B cells are in dynamic equilibrium with splenic B cells (Figure 4 and Figure 5). Surprisingly, we found that myocardial-associated B cells are representative of a much larger, previously unappreciated population of tissue-associated B cells (Figure 6 and Figure 7) that are also in equilibrium with splenic B cells. These findings broaden our understanding of myocardial B cell biology and challenge the current model of naive B cell behavior, which posits that naive B cells continuously recirculate between primary and secondary lymphoid organs without accumulating in peripheral tissue unless there is tissue injury (10–12).

The myocardial leukocyte pool changes during development of the heart, especially within the monocyte/macrophage compartment (15–17). Our findings with respect to the dynamic changes of myocardial-associated B cells during embryonic and early postnatal development (Figure 1) expand upon these observations. By analyzing the expression of CD19, CD11b, CD5, CD21, and CD23, we identified 4 distinct B cell subgroups within the naive murine heart, whose relative expression changed markedly throughout development, including CD19^+^CD11b^+^CD5^+^, CD19^+^CD11b^+^CD5^–^, CD19^+^CD11b^–^CD21^+^CD23^+^, and CD19^+^CD11b^–^CD21^–^CD23^–^ B cells (Figure 1). The population of CD19^+^CD11b^+^ cells were IgM^hi^, which is a classic signature of B1 cells (18). Within this subgroup, CD5 expression discriminates B1a cells (CD5^+^, only of embryonic origin) from B1b cells (CD5^–^, both of embryonic origin and of BM origin) (18, 19). In contrast, CD19^+^CD11b^–^ cells are strictly BM-derived (B2) cells (18). Our data show that the prevalence of CD19^+^CD11b^+^ B1 cells decreases in concert with a reciprocal increase in the prevalence of CD19^+^CD11b^–^ B2 cells during the transition from embryonic to adult life (Figure 1), consistent with the embryonic origin of B1 cells. Since B2 cells are typically BM derived, these findings suggests that embryonic B cells do not reside within the parenchyma, as we have reported for embryonic macrophages (16, 20), which are self-replicating and remain resident within the parenchyma of the myocardium throughout adult life. Fate mapping studies of CD19^+^CD11b^–^ and CD19^+^CD11b^+^ myocardial-associated B cells will be needed to confirm these findings.

To further refine our identification of B cell subsets based on surface markers, we performed 10× scRNAseq. Gene expression analysis of the Immgen RNAseq data base (Immunological Genome Project) indicated that the CD11b^+^ cells were B1 cells (Figure 2F). scRNAseq analysis of CD11b^–^ cells revealed that the murine heart harbors mainly 2 subpopulations of B2 cells. A population of CD21^–^CD23^–^ cells was detected as early as E15.5, it peaked on P1, and was found to be comprised of early transitional B cells (Figure 2D). A population of CD21^+^CD23^+^ cells was detectable as early as P5, peaked in the adult heart, and was found to be comprised mostly of naive, T3/FO cells (Figure 2E). These findings are consistent with the observation that transitional B cells are immature B cells that migrate from the BM into the spleen (21), whereas T3/FO B cells are recirculating B cells that mature in the spleen (22). These data confirm our earlier observations that the majority of myocardial B cells in the murine heart are naive follicular B cells (13). Our pseudotime analysis showed that the trajectory of CD21^–^CD23^–^ cells moved in direction to CD21^+^CD23^+^ cells (Figure 2C), further suggesting that CD21^–^CD23^–^ cells represent immature B cells that are destined to become CD21^+^CD23^+^ B cells. Although pseudotime estimation is not a definitive means for determining cell fate, at the time of this writing, we are unaware of specific cell fate markers for B cells that would allow a more definitive analysis. Accordingly, the studies of pseudotime estimation should be regarded as provisional.

We have shown previously that B cells in the adult heart are predominately intravascular and are part of a larger population of B cells that circulates between the heart, blood, spleen, and other organs (13). The observation in the present study that the age-related changes in the composition of myocardial-associated B cells are mirrored by age-related changes in splenic B cells are in agreement with our previous findings and strongly suggest that B cells circulate between the heart, the blood, and the spleen in the embryo, neonatal, and adult mouse (Figure 4). These observations prompted us to ask whether there might be similar age-related changes in B cell populations in other tissue beds. To test this hypothesis, we first performed a flow cytometric analysis of temporal changes in B cell populations in the blood, liver, lung, spleen, and heart (Figure 5). This analysis revealed that the age-related temporal changes in B cell subsets observed in one tissue mirrored those observed in all the other tissues that were examined (Figure 5). Immunofluorescence studies showed that, analogous to the heart, B cells in the lung and liver were almost exclusively intravascular and were in close approximation to endothelial cells (Figure 6 and Supplemental Videos 5–10). Intravital microscopy of the lung revealed that circulating B cells paused in the lung microvasculature, mimicking a behavior that we had previously observed performing intravital microscopy on the heart (Figure 6 and Supplemental Videos 11–13; ref. 13).

To further explore the relationship between circulating B cells and B cells in the heart, lung, and liver, we simultaneously collected blood and tissue samples and performed 10× scRNAseq on each of these samples. Clustering analysis revealed that there were 7 unique B cell clusters in the blood, heart, liver, and lung; however, the number of cells within each cluster differed depending on whether the B cells were freely circulating in the blood or whether the B cells were associated to tissue beds. As shown, the relative numbers of cells within clusters 0–6 were similar in the heart, lung, and liver, whereas the number of cells in cluster 2 from blood B cells was increased relative to the number of cells in cluster 2 in the heart, lung, and liver (Figure 7A). Pathway analysis of the genes that were differentially expressed in B cells in tissue vs. blood (Table 1 and Supplemental Table 6) revealed that B cells associated to the heart, liver, and lung had enrichment of gene pathways associated with increased metabolic activity, active B cell receptor signaling, and active antigen presentation pathways (Table 1 and Supplemental Table 6). The cluster analysis also identified a specific B cell cluster that was virtually absent from the blood but was enriched in the heart, liver, and lung (cluster 0; Figure 7A). Functional pathway analysis of genes differentially expressed within this cluster (Figure 7C) revealed that this cluster was enriched for genes that were associated with B cell activation, B cell receptor signaling, increased metabolic activity, and oxidative phosphorylation receptor (Table 2 and Supplemental Table 8). Although this analysis does not address the important question of whether there are populations of circulating B cells that become activated in order to adhere to vascular endothelial cells, or whether the circulating B cells randomly attach to the vascular endothelium where they become activated, the observation that B cells in cluster 0 were enriched within tissues but were virtually nonexistent in the blood suggests that circulating B cells become activated once they come into close proximity to vascular endothelial cells, where they may play a role in immune surveillance of membrane-bound antigens present on the endothelial surface. Consistent with this point of view, our functional pathway analysis shows that the population of intravascular B cells associated with tissues is characterized by activity within the B cell receptor signaling and antigen presentation pathways. Further studies will be needed to define the biological mechanism that underscores these transcriptional differences.

In summary, in the present report, we have characterized the dynamic age-related changes in naive myocardial B1 and B2 cells in the embryonic, neonatal, and the adult heart. Our findings show that the changes in subsets of intravascular myocardial B cells are mirrored by changes in splenic B cells, suggesting that B cells circulate between the heart and spleen throughout life. Moreover, and to some extent surprisingly, our studies suggest that the temporal changes in subsets of intravascular myocardial B cells are not unique to the heart, but rather are broadly reflective of changes in intravascular B cells located in other organs, such as the liver and the lung. These findings indicate that current models of the dynamics of the naive B cells are incomplete. Germane to this discussion, both our flow cytometric analysis and our gene expression analysis highlighted that, despite having many overlapping phenotypic and transcriptional profiles, the populations of B cells pools associated with different organs have unique tissue-specific features (Figure 5B, Figure 7, A and B, and Supplemental Tables 4 and 5). The biological significance, if any, of these tissue-specific characteristics remains unclear at present; accordingly, further work will be needed to investigate the functional significance of organ-associated B cells, both at baseline and in the context of tissue injury.

## Methods

### Mice

To study B cell subsets during development, we used male and female C57BL/6J (stock no. 000664) mice between embryonic age E13.5 and early adulthood (10 weeks old). These mice, including timed-pregnant females, were purchased from The Jackson Laboratory. To generate a CD19 reporter model, CD19-Cre male mice (C57BL/6J; B6.129P2(C)-*Cd19^tm1(cre)Cgn^*/J; stock no. 006785) were bred with Rosa-tdTomato females (C57BL/6J; B6.Cg-*Gt(ROSA)26Sor^tm14(CAG–TdTomato)Hze^*/J; stock no. 007914), as previously described (13). The F1 generation was employed for all the experiments. Mice were bred and maintained at the Washington University School of Medicine.

### Flow cytometric analysis

#### Isolation of B cells from digested tissues.

For flow cytometry experiments, mice were euthanized by either decapitation (when younger than 7 days old) or CO_2_ inhalation. Hearts were perfused with ~5 mL of cold HBSS with Ca^2+^ and Mg^2+^. Any extracardiac tissue was removed, and hearts were finely minced. In preliminary experiments, we determined that tissue digestion using Collagenase type I (MilliporeSigma; catalog C0130) affected the expression of the B cell surface markers CD21 and CD23, whereas the use of purified Collagenase (Worthington; catalog LS005277) resulted in the preservation of these molecules (Supplemental Figure 1). Accordingly, hearts were digested with purified Collagenase (Worthington; catalog LS005277; 200 U/mL), DNAse I type II (MilliporeSigma; catalog D4527; 60 U/mL), and hyaluronidase (MilliporeSigma; catalog H3506; 60 U/mL) in a final volume of 3 mL of HBSS for 30 minutes at 37°C with agitation. A total of 6 mL of a 2% FBS/2% BSA solution in HBSS was added to block the enzymatic activity. The digested sample was filtered using 40 μm cell strainers and centrifuged at 400 *g* for 7 minutes at 4°C. RBCs were lysed using ACK Lysis Buffer (Thermo Fisher Scientific; catalog A10492). The remaining cells were resuspended in 200 μL of FACS Buffer (2% FBS, 2 μM EDTA in sterile PBS) and stained with conjugated antibodies (Supplemental Table 6) for 30–45 minutes at 4°C and washed with FACS Buffer before analysis. Embryonic hearts were dissected under a binocular microscope and pooled in groups of 3–5 hearts per tube for downstream analysis. Digestion of the embryonic tissue was performed in 1 mL of HBSS containing purified Collagenase (Worthington; catalog LS005277; 200 U/mL), DNAse I type II (MilliporeSigma; catalog D4527; 60 U/mL), and hyaluronidase (MilliporeSigma; catalog H3506; 60 U/mL) for 30 minutes at 37°C with agitation. Supplemental Table 9 shows the antibodies used in this study. Compensation controls were generated using UltraComp ebeads (Invitrogen; catalog 01-2222-42). Positive cells were determined by the use of single-color control samples from heart and spleen. FMO staining was used as an additional staining control. Dead cells were excluded using the Zombie Aqua dye (BioLegend; catalog 423102). Data were acquired using BD LSR-Fortessa X20 analyzer at the Washington University Department of Pathology Flow Cytometry and Sorting Core facility. The gating strategy used is shown in Supplemental Figure 2 (heart).

#### Collection of blood, heart, spleen, liver, and lung B cells.

Trunk blood was obtained after euthanasia and collected into tubes containing heparin. Prior to collection of heart, liver, and lung, animals were perfused as follows. The abdominal and thoracic cavities were exposed. The left kidney was removed to create an exit point for blood and perfusing solution. A 27–20 G needle connected with a perfusion system containing HBSS (with Ca^2+^ and Mg^2+^) was inserted into the right ventricle. Animals were perfused with 8–10 mL of HBSS. Tissue coloration was observed, and only tissues that became pale through perfusion (as they were cleared of intravascular blood) were used for further analysis. Perfused organs were removed and transferred to a tube containing cold HBSS. Spleens were removed and finely minced using 40 μm filters in HBSS. Blood, heart, spleen, liver, and lung were collected from the same mice and digested as described in the “Isolation of B cells from digested tissues” section.

### Cell sorting and single cell transcriptional profiling

We used the Chromium Single Cell 3′ v3 or 5′ Library Kit and Chromium instrument (both from 10x Genomics) to perform single cell transcriptional profiling analyses.

#### Neonatal and adult myocardial B cells.

We performed transcriptional profiling of cardiac B cells isolated from 6 neonatal (2 weeks old) and 6 adult (8 weeks old) WT mice. In this experiment, we did 3′ sequencing. B cells were isolated as described in the “Isolation of B cells from digested tissues” section. Neonatal and adult samples were treated in exactly the same way. After removing RBCs, the remaining cells were resuspended in 200 μL of FACS Buffer containing 1% of TruStain FcX Plus (BioLegend; catalog 156604; Fc Blocker). A total of 2 μL of Zombie Aqua Fixable Viability Kit (BioLegend; catalog 423102) was added to each sample. Neonatal samples were pooled in 2 tubes with 3 hearts/tube. Adult samples were also pooled in 2 tubes with 3 hearts/tube. A total of 1 μL of CD45/PerCP-Cy5 and CD19/APC antibody (Supplemental Table 9) was added to each tube. A total of 4 μL of CD21, CD23, and CD11b Oligo-Antibody (Supplemental Table 10 for details) was added to each tube. Cells were incubated for 30 minutes at 4°C protected from light and then washed twice with FACS Buffer. Twenty-seven thousand CD45^+^Aqua^–^ CD19^+^ cells (doublets excluded) were sorted in each group using a FACS Aria-II Cell Sorter. Sorted B cells were collected in PBS (0.4% BSA). CD45^+^Aqua^–^CD19^+^ sorted cells were centrifuged at 1000 *g*, 4°C for 10 minutes (acceleration 7 and break 0) and resuspended in 20 μL of PBS 0.4% BSA. The neonatal and adult samples were submitted to the MacDonnell Genome Institute at Washington University for further processing. Sample processing and analyses were performed as previously described (13). Neonatal and adult B cells were digested and sorted following the same experimental conditions and on the same day. B cell identity in CD21^+^CD23^+^, CD21^–^CD23^–^, and CD11b^+^ groups was determined by comparing the upregulated genes in each subset to known RNAseq databases provided by the Immunological Genome Project (Immgen, http://rstats.immgen.org/MyGeneSet_New/index.html). The data are available on NCIB GEO repository accession number GSE153568 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153568).

#### Heart, blood, lung, and liver.

To compare the gene expression profile of heart, blood, lung, and liver, we used adult WT mice at 10 weeks of age. In this experiment, we performed 5′ sequencing. Heart, blood, lung, and liver were isolated from the same mice. Digestion and staining protocols were described in “Neonatal and Adult B cells”. We collected 5000 blood B cells, 5000 lung B cells, 5000 liver B cells, and 5000 heart B cells. They were all labeled with Hashtag-C antibodies. Blood was labeled with Hashtag-C #1, lung with Hashtag-C #2, liver with Hashtag-C #3, and heart with Hashtag-C #4 (See Supplemental Table 10 for antibody details). Blood, heart, lung, and liver were submitted to the same digestion protocol, and B cells were sorted on the same day. Gene expression analysis was performed only in cells that were positive for B cell markers (see Supplemental Figure 4 for details). Pathway analysis of genes differentially expressed in blood, heart, lung, and liver B cells was performed using the GSEA software (MSigDB version 7.0) (23, 24). GO Enrichment Analysis and KEGG pathway analysis were used. Only pathways related to signal transduction, immune system, and energy metabolism were used in KEGG pathway analysis. The data are available on NCIB GEO repository accession number GSE153569 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153569).

### scRNAseq bioinformatics

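The header of both deposited count tables names Cell Ranger 3.0.2. The tables hold every droplet barcode of the kit with its counts, before the step that keeps cells, and they were not aggregated: each library has its own table, and the UMIs were not scaled to a common depth. Of the barcodes listed, 779448 in the neonatal library and 983353 in the adult library had at least 1 gene UMI. The calling of cells is therefore a choice made after the tables. With 10000 expected cells in place of 3000, 2032 neonatal and 3182 adult B cells were kept. Adding droplets of at least 500 UMIs whose profile differed from that of the near-empty droplets (EmptyDrops test) kept 2066 neonatal and 3427 adult B cells.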

Single cell expression data were processed using Cell Ranger Single Cell Software Suite v3.1.0 for sample demultiplexing, alignment, filtering, UMI counting, and data aggregation (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). Differential expression analyses were preformed using R package Seurat (25). Pseudotime analyses were preformed using R Package Monocle 3 (26).

### CD31 staining in the heart, lung, and liver of CD19 reporter mice

Hearts, lung, and liver from CD19 reporter mice were perfused with HBSS as described in “Collection of blood, heart, spleen, liver, and lung B cells”. Tissues were fixed in 3.7% formalin for 24 hours at 4°C and then transferred to 30% sucrose for 24 hours before embedding in OCT and flash freezing. Sections (10 μm) were blocked with a solution 2% FCS and 2% blocking reagent (Roche; catalog 11 096 176 001) in maleate buffer (100 mM Maleic Acid, 150 mM NaCl, pH 7.5) for 1 hour at room temperature. Sections were stained with the primary antibody for anti-CD31 (R&D Systems; catalog AF3628; 1:15), overnight at 4°C, followed by incubation with NL637 secondary antibody (R&D Systems; catalog NL002; 1:200) for 4 hours at room temperature. DAPI was used as a nuclear counterstain. Slides were imaged using a Zeiss LSM 880 Confocal microscope (63× magnification for objective lenses) at the Washington University Center for Cellular Imaging (WUCCI). Pictures of the heart were taken at the level of the papillary muscles (63× magnification for objective lenses).

### Intravital microscopy

Intravital imaging of the lung of adult B6 CD19-tdTomato mice was performed using a custom-built 2-photon microscope running ImageWarp version 2.1 software (A&B Software) as described previously (13). Time-lapse imaging of lymphocyte trafficking in the lung was performed by averaging 15 video-rate frames (0.5 seconds per slice) captured during the acquisition to match the ventilator rate and minimize movement artifacts. Each plane represents an image measuring 220–240 μm in the *x* and *y* dimensions. Twenty-one sequential planes were acquired in the *z* dimension (2.5 μm each) and compiled to generate a *Z*-stack. Blood vessels were visualized by i.v. injection of 50 μL of PBS containing 20 μL of 655-nm nontargeted Q-dots.

### Statistics

All results are presented as mean ± SEM. Statistical comparisons were performed using 2-way ANOVA followed by Tukey’s post hoc test. Data were analyzed with GraphPad Prism Version 8.

### Study approval

All studies were performed with the approval of the IACUC at Washington University School of Medicine. These investigations conform to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). Experiments were performed according to protocols approved by the IACUC at Washington University School of Medicine.

## Author contributions

CRR designed the experiments, performed the experiments, and wrote the manuscript. LA designed the experiments, performed the experiments, supervised the experiments, and wrote the manuscript. DLM supervised the experiments and wrote the manuscript. WY performed single cell transcriptional profiling analysis. WL and DK performed intravital microscopy. All authors approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental Video 1

Supplemental Video 2

Supplemental Video 3

Supplemental Video 4

Supplemental Video 5

Supplemental Video 6

Supplemental Video 7

Supplemental Video 8

Supplemental Video 9

Supplemental Video 10

Supplemental Video 11

Supplemental Video 12

Supplemental Video 13

## Figures and Tables

**Figure 1:**
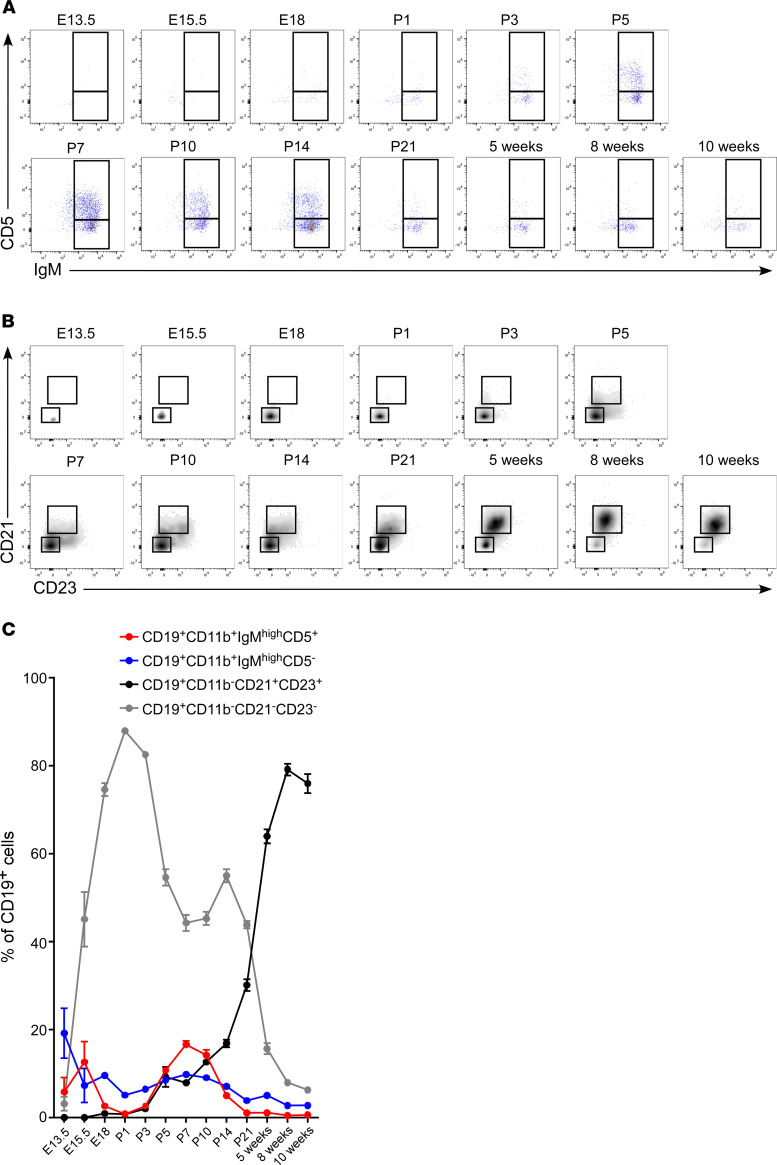
Myocardial B cell subsets change from late embryonic life to adulthood. (**A**) Representative flow charts showing the expression of CD5 and IgM in CD19^+^CD11b^+^ B cells in the heart from E13.5 to 10 weeks of age. The box inserts within each graph delineate the positions of the IgM^hi^CD5^+^ subset and of the IgM^hi^CD5^–^ subset. The prevalence of IgM^hi^CD5^+^ B cells increases during neonatal life (peak at P7), but this is not sustained during adult life. (**B**) Representative flow charts of CD21 and CD23 expression in myocardial CD19^+^CD11b^–^ B cells. The box inserts within each graph delineate CD21^–^CD23^–^ and CD21^+^CD23^+^ subsets. CD21^–^CD23^–^ cells are the majority of B cells at birth, and their prevalence gradually decreases as the prevalence of CD21^+^CD23^+^ increases. CD21^+^CD23^+^ constitute the major B cell subgroup in the adult naive heart. (**C**) Summary graph showing the dynamic changes in B cell composition from embryonic to adult life in the heart. *n* = 4–7 samples. Supplemental Table 1 shows the statistical analysis of each subset from embryonic through adult life. From E13.5 to P7, 3–6 embryonic and neonatal hearts were pooled together to constitute *n* = 1.

**Figure 2:**
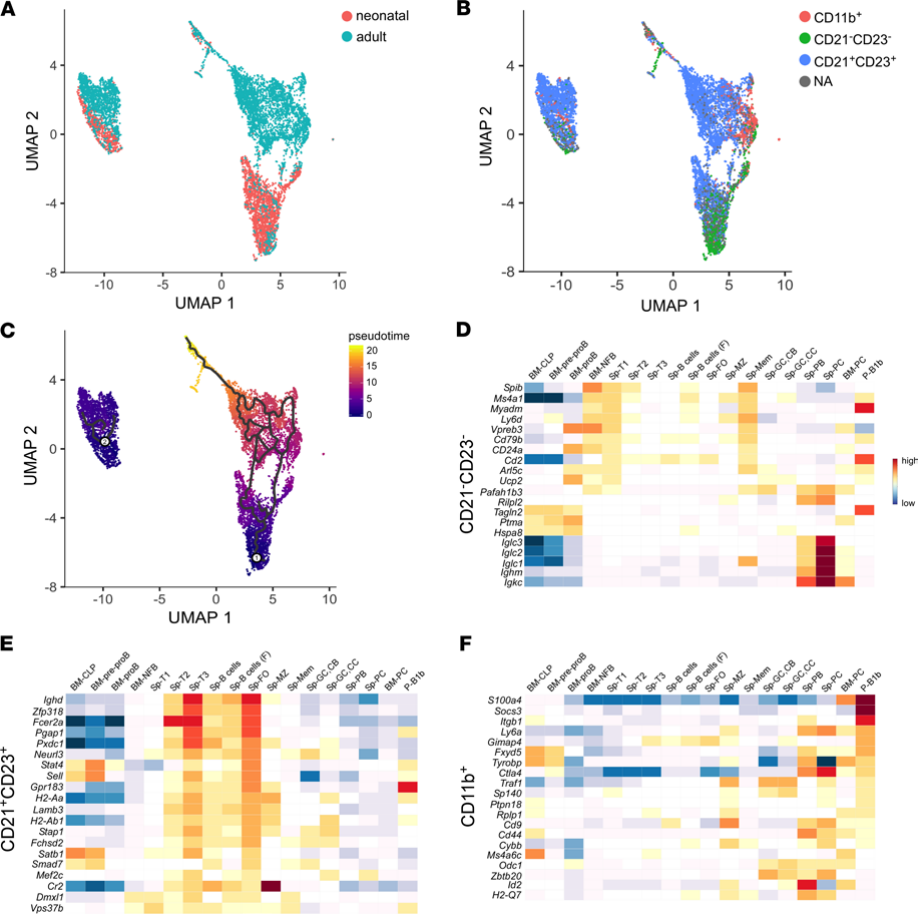
Transcriptional profiling identifies myocardial B cells as a heterogeneous, dynamic population of transitional, follicular, and B1 cells. (**A**) A 10× sequencing analysis of CD45^+^Aqua^–^CD19^+^ cells sorted from the heart of neonatal (2 week old) and adult (8 week old) mice. Neonatal and adult cardiac B cells show a distinct transcriptional profile. (**B**) Subsets of B cells from neonatal and adult myocardium. Cardiac B cells were stained with TotalSeq antibodies for CD11b, CD23, and CD21 before sequencing. Comparison of this UMAP plot with the UMAP plot reported in **A** shows that CD21^+^CD23^+^ cells are mostly found in the adult heart, while CD21^–^CD23^–^ are mostly neonatal. (**C**) Differentially expressed genes between B cell subsets were used to generate hypothetical developmental relationships using Monocle algorithms. Pseudotime analysis indicates that CD21^–^CD23^–^ cells move toward CD21^+^CD23^+^ cells. (**D–F**) Heatmaps reporting the relative expression of the top 20 unique upregulated genes in the CD21^–^CD23^–^ (**D**), CD21^+^CD23^+^ (**E**), and CD11b^+^ (**F**) myocardial cells within various B cell subtypes catalogued in the Immgen RNAseq database (for details, see Supplemental Table 2). The transcriptional profile of CD21^+^CD23^+^ myocardial B cells resembles the transcriptional profile of splenic Transitional 3 (T3) and follicular cells (**D**). Cardiac CD21^–^CD23^–^ cluster are similar to T1 and newly formed B cells (BM-NFB) (**E**). CD11b^+^ myocardial B cells are transcriptionally similar to B1 cells in the peritoneal cavity (**F**). Sp, spleen; P, peritoneal; CLP, common lymphoid progenitor; NFB, newly formed B cell; T, transitional; (F), female; FO, follicular; MZ, marginal zone; Mem, memory; GC, germinal center; CB, centroblasts; CC, centrocytes; PB, plasmasblasts; PC, plasma cells.

**Figure 3:**
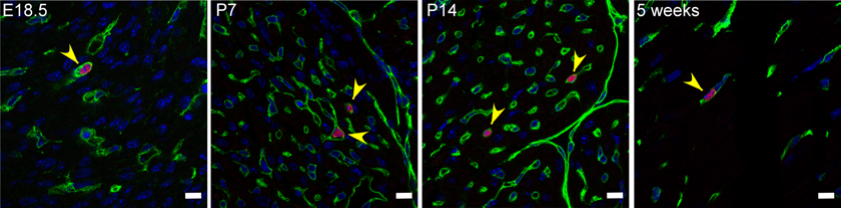
Myocardial-associated B cells are mostly intravascular throughout late embryonic life and early adulthood. Representative immunostained cryosections from the heart of CD19 reporter mice. CD19-tdTomato B cells are red, CD31^+^ endothelial cells green, and nuclear staining (DAPI) is blue. Heart samples were collected at E18.5, P7, P14, and 5 weeks of age. The majority of B cells was intravascular. Pictures of the heart were taken at the level of the papillary muscles (magnification 63×). Scale bars: 10 μm. Yellow arrowheads mark the location of B cells.

**Figure 4:**
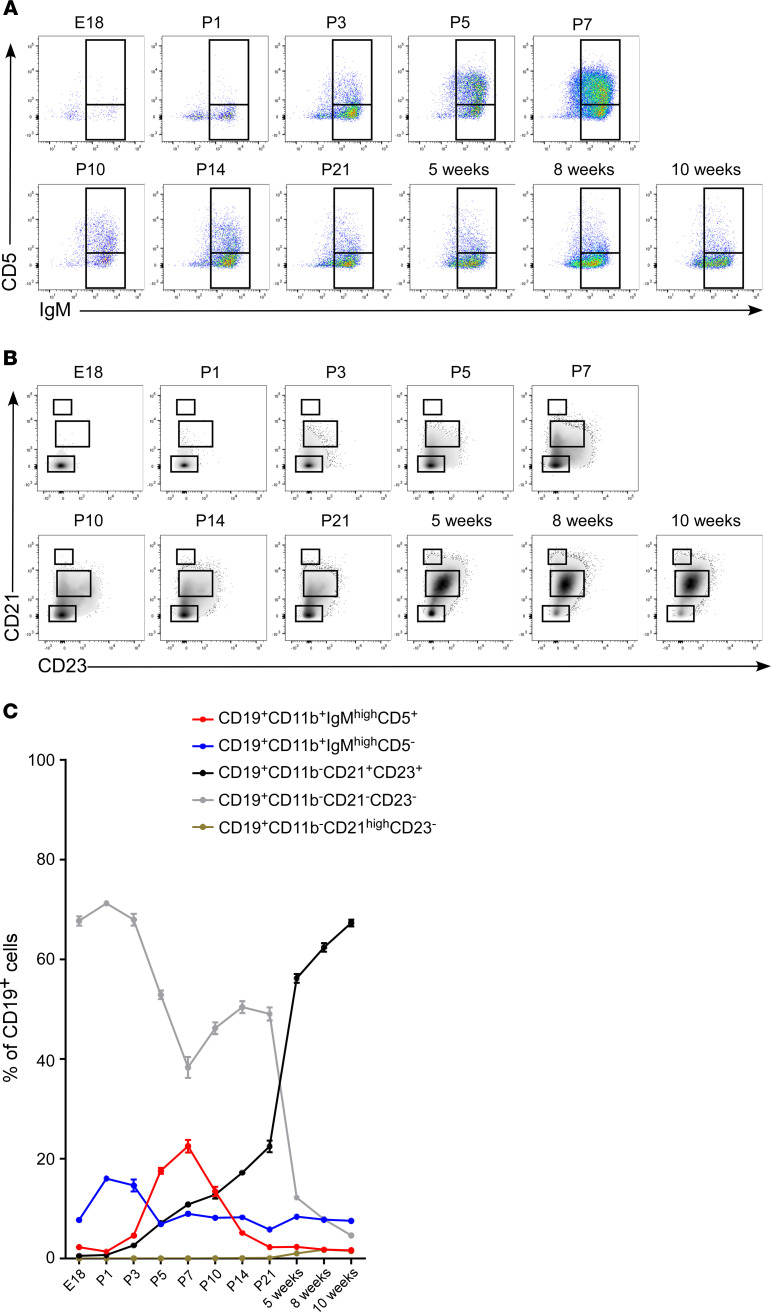
Splenic B cell subsets change from late embryonic life to adulthood. (**A**) Representative flow charts showing the expression of CD5 and IgM in CD19^+^CD11b^+^ splenic B cells from E18 to adult stage (10 weeks old). The box inserts within the charts delineate the IgM^hi^CD5^+^ and IgM^hi^CD5^–^ subsets. The prevalence of IgM^hi^CD5^+^ B cells increases during neonatal life (peak at P7), before decreasing as mice mature toward adulthood. (**B**) Representative flow charts of CD21 and CD23 expression in splenic CD19^+^CD11b^–^ B cells. The box inserts within each chart delineate the CD21^–^CD23^–^, CD21^+^CD23^+^, and CD21^hi^CD23^–^ subsets. (**C**) Summary graph showing the dynamic changes in B cell composition from embryonic to adult life in the spleen. Changes in splenic B cell subsets mirror changes in myocardial B cell subsets. Supplemental Table 3 shows the statistical analysis of each subset from embryonic through adult life. *n* = 3–6 samples/condition. From E18 to P7, 3–6 embryonic and neonatal spleens were pooled together to constitute *n* = 1.

**Figure 5:**
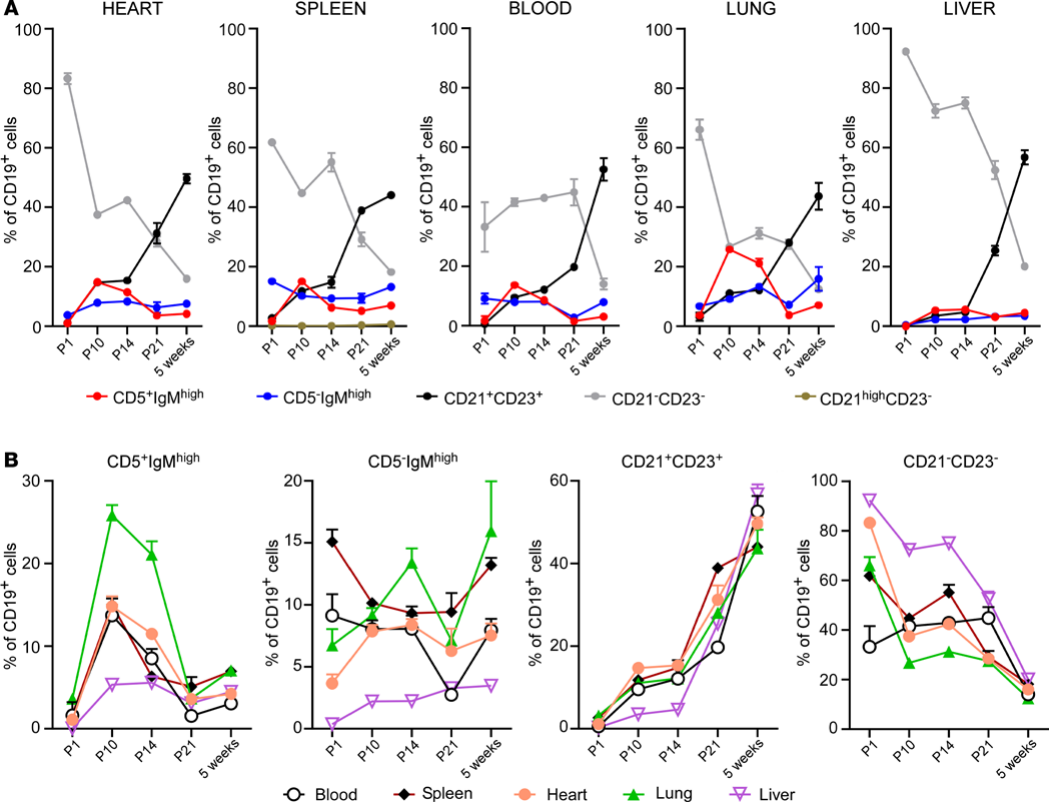
Changes in myocardial-associated B cell subsets mirror changes in B cell subsets observed in spleen, blood, lung, and liver, despite the presence of organ-specific features. (**A**) Group data showing the composition B cell in the heart, spleen, blood, lung, and liver from P1 to 5 weeks of age. B cell composition is similar in all tissues and goes through the same dynamic changes during growth. The IgM^hi^CD5^+^ subset expands in early neonatal life, and the CD21^–^CD23^–^ subset gradually decreases during development as the prevalence of the CD21^+^CD23^+^ subset increases. (**B**) Summary data showing the contribution of each B cell subset across tissues at different time points during growth. Despite marked similarities, tissue-specific features are present at various time points. Supplemental Table 4 shows the statistical analysis of each tissue and subset. *n* = 4–6 samples/condition. At P1, tissues from 3–4 animals were pooled together to constitute *n* = 1.

**Figure 6:**
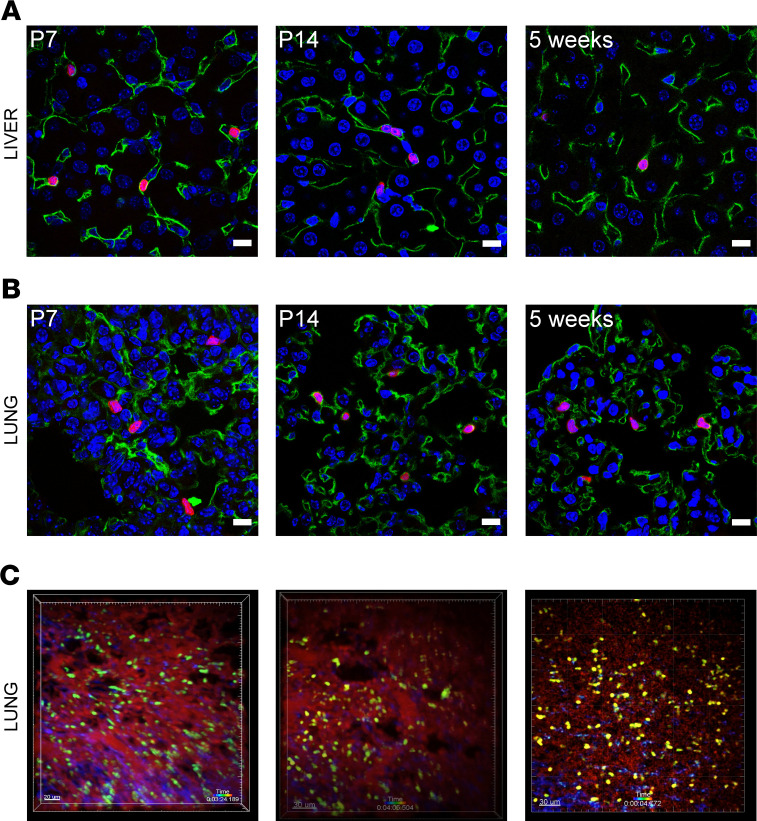
Liver- and lung-associated B cells are mostly intravascular from neonatal to adult life. (**A** and **B**) Representative confocal pictures from neonatal and adult samples, showing that the majority of liver (**A**) and lung (**B**) B cells are intravascular and in association with the endothelium. CD19-tdTomato, red; CD31, green; DAPI, blue. Scale bars: 10 μm. (**C**) Still images from intravital microscopy of B cells flowing through the lung of adult mice. In the lung, B cells were found in the intravascular space, circulating or pausing within the microvasculature. B cells, green; vasculature: red. Scale bars: 30 μm.

**Figure 7:**
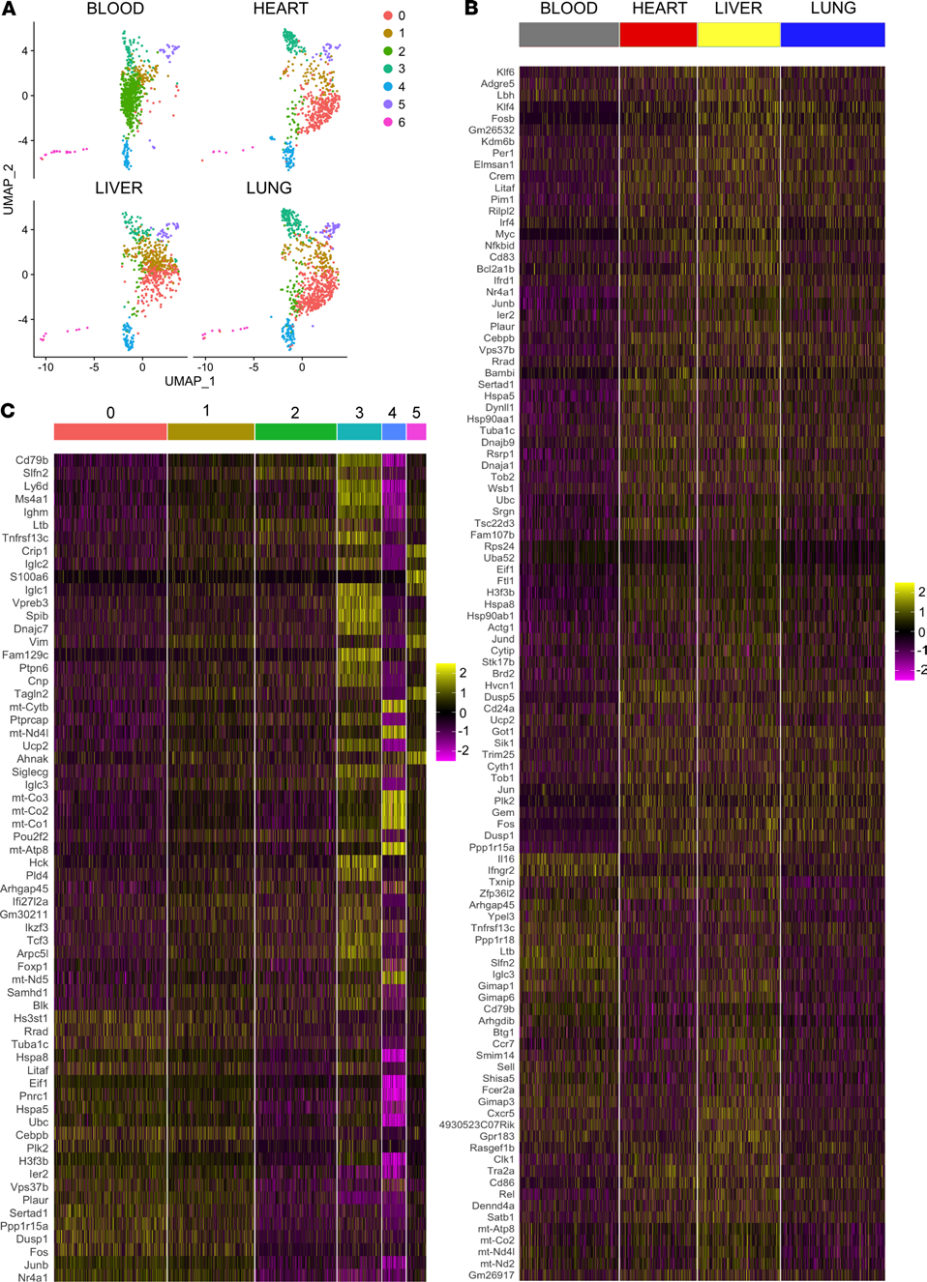
Myocardial-associated B cells are part of a pool of organ-associated B cells transcriptionally distinct from circulating B cells. (**A**) UMAP plot of CD19^+^ cells sorted from the blood and from perfused heart, liver, and lung. B cells from different tissues were collected from the same mice. Unsupervised clustering analysis reveals that all identified clusters were present in all tissues analyzed. However, the prevalence of specific clusters varied. Cluster 0 is abundant in heart, liver, and lung and almost absent from circulating blood. Cluster 2 is highly prevalent in the blood and is rare in tissues. (**B**) Heatmap of the differentially expressed genes in blood, heart, liver, and lung. Transcriptional profile of blood cells is distinct from that of organ-associated B cells. (**C**) Heatmap of the differentially expressed genes in cluster 0. B cells in cluster 0 present a characteristic transcriptional signature when compared with the other clusters.

**Table 1:**
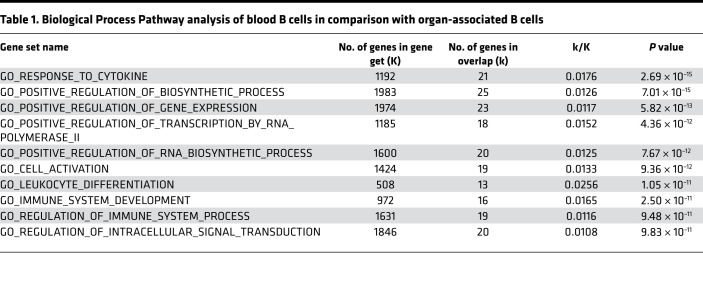
Biological Process Pathway analysis of blood B cells in comparison with organ-associated B cells

**Table 2:**
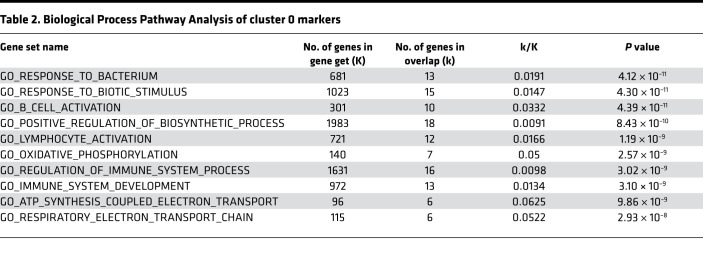
Biological Process Pathway Analysis of cluster 0 markers

# Supplementary material for: Developmental changes in myocardial B cells mirror changes in B cells associated with different organs
**Source:** JCI Insight. 2020 Aug 20;5(16):e139377. doi: 10.1172/jci.insight.139377
**Supplement:** Supplemental data

## Supplemental Figures

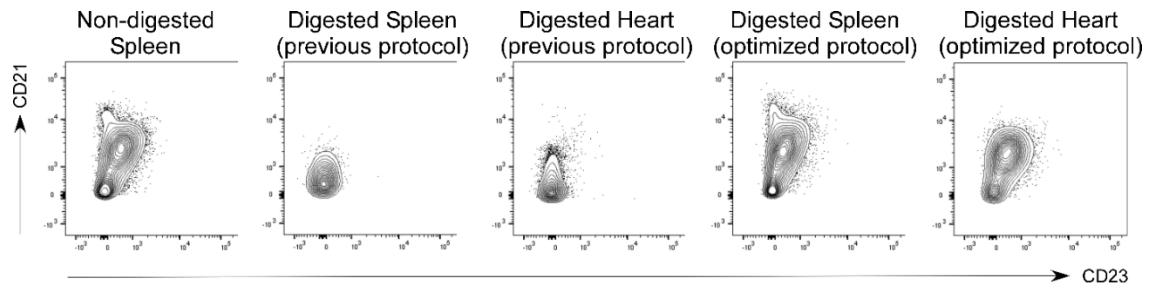

**Figure S1: Optimization of tissue digestion protocol to prevent the cleavage of CD21 and CD23.** In non-digested spleens, three populations of B cells are distinguished based on the expression of CD21 and CD23: CD21<sup>high</sup>CD23<sup>-</sup>, CD21<sup>+</sup>CD23<sup>+</sup>, and CD21<sup>-</sup>CD23<sup>-</sup>. Digestion with Collagenase using our previously published protocol (1) reduced staining for CD21 and CD23 in B lymphocytes isolated from the spleen and the heart. The use of purified Collagenase (optimized protocol) resulted in the preservation of these antigens in the spleen (positive control) and highlighted expression of CD21 and CD23 in myocardial B cells.

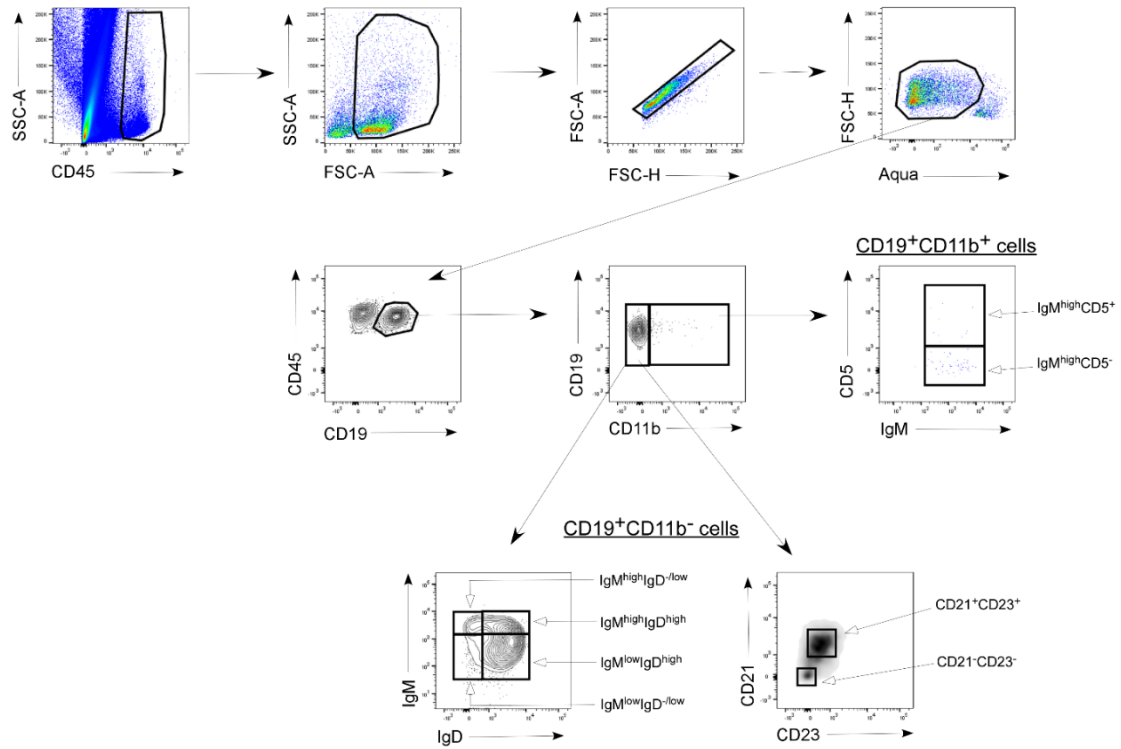

**Figure S2: Gating strategy for the flow cytometric analysis of myocardial-associated B cells.** B cells were gated as CD45<sup>+</sup>Aqua<sup>-</sup>CD19<sup>+</sup>. Most B cells were CD11b<sup>-</sup> and further analyzed based on the expression of IgM, IgD, CD21, and CD23. CD11b<sup>+</sup> B cells were analyzed based on the expression of CD5 and IgM.

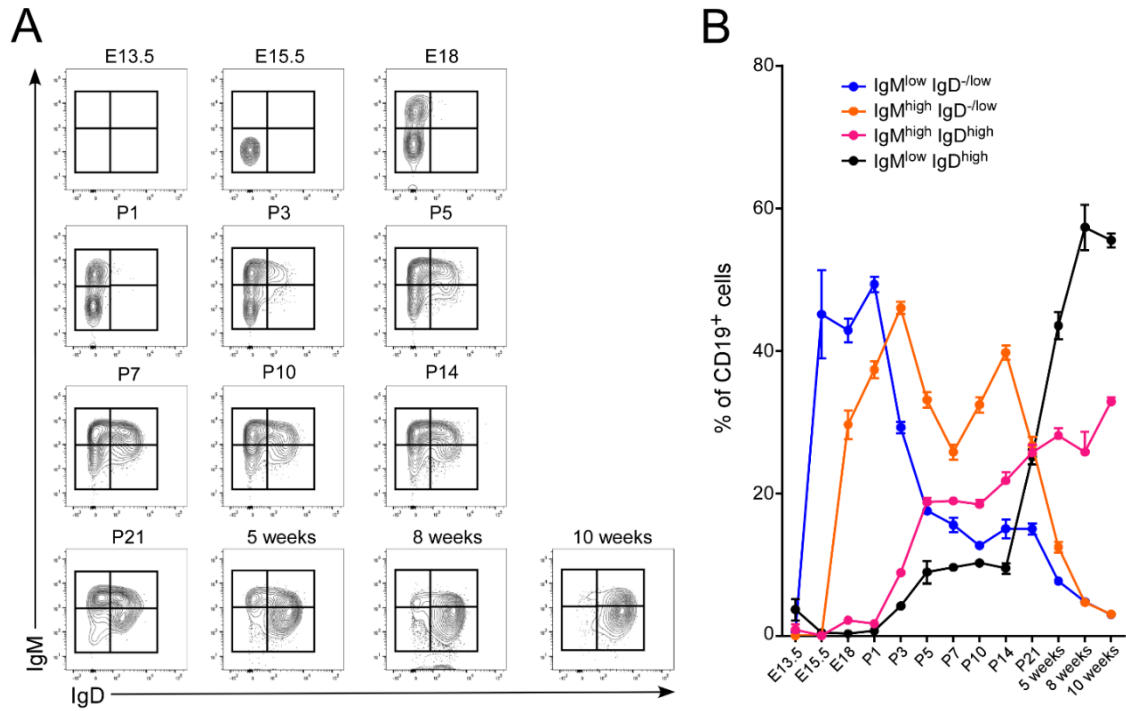

**Figure S3: Flow cytometric profile of CD19<sup>+</sup>CD11b<sup>-</sup> B cells showing the expression of IgM and IgD from embryonic to adult life.** **A)** Representative flow charts showing the expression of IgM and IgD in CD19<sup>+</sup>CD11b<sup>-</sup> B cells from embryonic to adult life in the heart. A population of IgM<sup>low</sup>IgD<sup>-/low</sup> cells first appeared in the heart at E15.5. IgM<sup>high</sup>IgD<sup>low</sup> cells were seen in the heart at E18. In the early post-natal life, the prevalence of IgM<sup>high</sup>IgD<sup>high</sup> cells increased, and the prevalence of IgM<sup>low</sup>IgD<sup>-/low</sup> decreased. In the adult heart, the majority of CD19<sup>+</sup>CD11b<sup>-</sup> B cells were IgM<sup>low</sup>IgD<sup>high</sup>. **B)** Group-graph showing the dynamic changes in B cell composition from embryonic to adult life in the heart. n=4-7 samples/condition. From E13.5 to P7, 3-6 embryonic and neonatal hearts were pooled together in the same tube to constitute n=1.

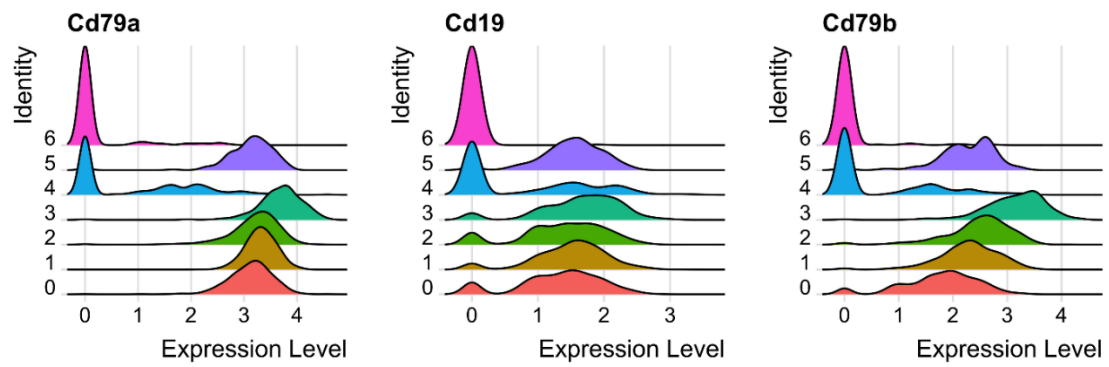

**Figure S4: Expression of B cell specific markers in CD45<sup>+</sup>Aqua<sup>-</sup>CD19<sup>+</sup> B cell clusters.** B cells were sorted from blood, heart, liver, and lung. We performed unsupervised clustering of single-cell transcription data and identified 7 clusters (0 to 6). For the subsequent analysis, only cells that were positive for B cell specific markers (Cd79a, Cd19, and Cd79b) were used (cluster 6 and negative cells within cluster 4 were excluded).

Supplemental Table 1: Comparative analysis of B cell subsets ratio in the heart from embryonic day 13.5 (E13.5) to adulthood (10 weeks old). Data were analyzed by 2-way ANOVA followed by Tukey's post-hoc test to correct for multiple comparisons.

\*n.a. = not applicable: Mean Difference = 0.

Supplemental Table 2: List of the unique upregulated genes in CD21<sup>+</sup>CD23<sup>-</sup>, CD21<sup>+</sup>CD23<sup>+</sup> and CD11b<sup>+</sup> B cell subsets assessed by seruat.

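This table gives, for each of the 3 antibody subsets, the 20 genes reported as higher in that subset than in the other cells by a test across single cells in Seurat, with an average log fold change (Avg logFC), the share of cells of the subset with the gene (pct.1), the share of the other cells with it (pct.2) and an adjusted p-value. The cells of a library are not replicate animals, and with 1 library per age the p-values describe cells of these libraries. The first list is headed CD21+CD23– here, while the Results and Figure 2D name the subset CD21–CD23–. The shares of cells depend on the UMIs per cell, which differed between the libraries. Several genes of the lists belong to families whose reads can be shared between near-identical members, such as Iglc1, Iglc2 and Iglc3 or H2-Q7.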

Supplemental Table 3: Comparative analysis of B cell subsets ratio in the spleen from embryonic day 18 (E18) to adulthood (10 weeks old). Data were analyzed by 2-way ANOVA followed by Tukey's post-hoc test to correct for multiple comparisons.

\*n.a. – not applicable: Mean Difference = 0.

Supplemental Table 4: Comparative analysis of B cell subsets ratio in the heart. blood. spleen. lung. and liver from P1 to 5 weeks of age. Data were analyzed by 2-way ANOVA followed by Tukey's post-hoc test to correct for multiple comparisons.

*Supplemental Table 5: List of genes differentially expressed in the heart. blood. liver and lung associated B cells (FDR<0.05). Genes were filtered by Seruat as logFC<-0.25 and logFC>0.25.*

*Supplemental Table 6: KEGG pathway analysis of genes differentially expressed between blood and organ-associated B cells. Genes were analyzed for Immune System and Signal Transduction Pathways.*

*Supplemental Table 7: Gene list of cluster 0 markers.*

*Supplemental Table 8: KEGG pathway analysis of genes differentially expressed in cluster 0. Genes were analyzed for Immune System and Energy Metabolism pathways.*

*Supplemental Table 9: Antibodies used in flow cytometry experiments.*

*Supplemental Table 10: Oligo-tagged antibodies used for scRNA seq analysis.*

## Supplemental Movies Legends

**Supplemental Video 1:** Z-stack of a myocardial section of CD19-tdTomato mouse heart at embryonic day 18 (E18). A B cell is visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI

**Supplemental Video 2:** Z-stack of a myocardial section of CD19-tdTomato mouse heart at post-neonatal day 7 (P7). B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 3:** Z-stack of a myocardial section of CD19-tdTomato mouse heart at post-neonatal day 14 (P14). B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 4:** Z-stack of a myocardial section of CD19-tdTomato mouse heart at 5 weeks of age. B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 5:** Z-stack of a section of CD19-tdTomato mouse liver at post-neonatal day 7 (P7). B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 6:** Z-stack of a section of CD19-tdTomato mouse liver at post-neonatal day 14 (P14). B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 7:** Z-stack of a section of CD19-tdTomato mouse liver at 5 weeks of age. B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 8:** Z-stack of a section of CD19-tdTomato mouse lung at post-neonatal day 7 (P7). B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 9:** Z-stack of a section of CD19-tdTomato mouse lung at post-neonatal day 14 (P14). B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 9:** Z-stack of a section of CD19-tdTomato mouse lung at 5 weeks of age. B cells are visible in the intravascular space. Red: B cell, Green: CD31, Blue: DAPI.

**Supplemental Video 11:** Intravital microscopy of B cells in the lung of adult CD19-tdTomato mice. Lung B cells are mostly intravascular. Some B cells are seen rapidly flowing through blood vessels, while some other B cells move slowly or even paused in the lung endothelial. Blood vessels were marked with intravenous injection of high molecular weight fluorescent dextran. B cells are shown in green; Blood vessels in red; DAPI: blue.

**Supplemental Video 12:** Intravital microscopy of B cells in the lung of adult CD19-tdTomato mice. Blood vessels were marked with intravenous injection of high molecular weight fluorescent dextran. B cells are shown in green; Blood vessels in red; DAPI: blue.

**Supplemental Video 13:** Intravital microscopy of B cells in the lung of adult CD19-tdTomato mice. In some regions of the lung, B cells were found stopped or moving slowly through the endothelium. Blood vessels were marked with intravenous injection of high molecular weight fluorescent dextran. B cells are shown in green; Blood vessels in red; DAPI: blue.

## Reference

1. Adamo L. Rocha-Resende C. Lin CY. Evans S. Williams J. Dun H. et al. Myocardial B cells are a subset of circulating lymphocytes with delayed transit through the heart. *JCI Insight*. 2020;5(3).

How the deposited data were processed for this re-analysis (not part of the article)

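Heart B cells of neonatal and adult wild-type mice were each pooled from 6 mice and sequenced as 1 library per age with the Chromium Single Cell 3′ v3 chemistry. The authors aligned the reads and counted UMIs with Cell Ranger, and deposited raw UMI counts per gene and droplet without normalization or filtering of droplets. The Methods give version 3.1.0 of Cell Ranger and the file headers 3.0.2. The antibody rows held too few UMIs to assign subsets, so the subset shares, the gates and the comparison of subsets that had been planned were not run. The Immgen comparison, the flow cytometry, the imaging and the sequencing of other tissues were not analysed here.

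Everything after the UMI counts was computed for this summary with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Cells were droplets at or above the 99th percentile of the 3000 droplets with most UMIs divided by 10, with at least 200 genes and at most 10% mitochondrial UMIs. Droplets with the highest doublet scores were left out at 0.8% for each 1000 called. Clusters came from 2000 variable genes, 30 principal components, 15 neighbors and the Leiden method at a resolution of 0.5. A cluster was named when at least 3 markers of a cell type were at least 1.5 times higher than in the other clusters and present in at least 25% of its cells, with a further condition on its leading genes. The naming rule was revised after the clusters had been seen. The first rule had named a cluster of 759 mostly adult B cells erythroid and the cluster of 1768 mostly neonatal cells transitional, and had left the macrophage-like cluster unnamed.

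Expression was the sum of UMIs over the B cells of a library divided by their total (CPM), and the log2 ratio is adult over neonatal. With 1 library per age there is no test across samples, and no p-value or number of changed genes is given. Intervals are exact and cover counting error only, not the difference between mice or library preparations. The B cell totals were 15670926 UMIs in the neonatal and 27115347 UMIs in the adult library, and a gene with few UMIs has a wide interval. Free RNA was taken from the droplets of ranks 45000 to 90000 by UMIs. Gene lists were compared with 10000 random lists of the same size, matched in 20 bins of mean expression. A first run had used 100 bins, and its values had been seen before the change to the planned number. The named genes are those of Supplemental Table 2, those of the antibodies and markers the paper names, genes of the X and Y chromosomes that mark sex, and the 10 with the largest ratio in each direction among genes with at least 100 CPM in either library, leaving aside those sex-linked genes. Pgap1, Cd93 and the leading genes of clusters and of shared barcodes were singled out by their values or membership in a list.

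The calculations were tested on simulated data. For the ratio of the libraries, 200 of 9397 genes were changed by known amounts. The sign was recovered for 100% of them, and the interval covered the true value for 94.5% of the changed and 95.0% of the unchanged genes. The simulated counts held only the counting error that the interval assumes, so this coverage was built in and checks the calculation alone. Differences between cells, mice and libraries were not simulated. The simulated changes were larger than many ratios given here, so the recovery of small ratios was not tested. The doublet score performed poorly: of 100 simulated doublets it placed 9 among the top 100 scores in the neonatal and 14 in the adult library, where chance gives 4.18 and 4.61. Doublets therefore remain among the cells. The EmptyDrops test called 0 of 300 simulated empty droplets and 114 of 300 real cells thinned to 800 UMIs.

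Alternatives set before the data were examined changed the calling of cells, the mitochondrial limit, the removal of doublets and of other cell types, the sex of the cells, the scaling, the depth per cell, the principal components, the neighbors, the diffusion components and the resolution. A minimum of 2000 UMIs, and a minimum of 500 UMIs without a mitochondrial limit, were added after the data were seen.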

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

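The tests of the interferon-response cells, of free RNA as a source of Ighg2c, the number of barcodes shared by chance and the share of UMIs at the barcodes of the other library were chosen after the results had been seen. The neuron genes were listed before their levels were computed, but after Meg3, Snhg11 and Gria2 had been seen to lead the shared barcodes.

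A signal in genes the paper does not discuss is a group of adult cells with interferon-response transcripts. With each cell thinned to 1000 UMIs, 69 of 1952 adult cells (3.535%, exact 95% interval 2.76 to 4.45%) and 3 of 2008 neonatal cells (0.149%) had at least 3 of 8 interferon-response genes. Equal depth argues against deeper adult cells as the cause. The adult cells of the cluster held 1.032 times the median UMIs of the other adult cells, which argues against droplets with 2 cells, although the doublet score is weak. Outside the cluster, the median log2 ratio of the 8 genes was still 2.15, so the higher level may be shared by the adult library as a whole. With a minimum of 500 UMIs the adult share was 2.12%. Age, the pool of mice and the library differ together, and a biological effect of age stays open and untested.

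Ighg2c, which the paper does not discuss, had 3329 UMIs in adult B cells and 0 in neonatal B cells. A single adult cell held 98.3% of them, and 46 adult cells had a UMI. Absence from 2008 neonatal cells allows a share of cells of up to 0.149%. The level in the adult library therefore rests on 1 cell. The 45 other adult cells with a UMI held 58 UMIs, 5.55 times the 10.4 expected if each cell held as many free UMIs as the near-empty droplets. This argues against free RNA of that level as their only source. Other ways for UMIs of 1 cell to reach other barcodes were not tested, so a difference in the share of cells with a UMI, 2.36% in the adult library, stays open. No biological explanation was tested.

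The paper does not analyse the droplets without cells. Among them, 3927 barcodes had at least 20 but fewer than 500 UMIs in both libraries, 3.49 times the number expected by chance. Their leading genes include Meg3, with 1196 UMIs at these barcodes in the neonatal library and 1 UMI in its called droplets. The 10 neuron genes had a median enrichment of 19.91 times in the neonatal and 31.73 times in the adult library over the other droplets of this size, from few UMIs: Camk2a, the most abundant of them in the neonatal library, had 31. Called neonatal droplets also held UMIs of Camk2a (71) and Gad1 (105). Reads of another library with neuron RNA are a candidate explanation. No biological explanation was tested.

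At least 500 UMIs in both libraries were found at 110 barcodes, where chance gives 2.68. At the barcodes of neonatal cells, the adult library held a median of 2.119% of the cell's UMIs, and at the barcodes of adult cells the neonatal library held 1.048%. These shares were alike for shallow and deep cells, from 2.10 to 2.15% and from 1.02 to 1.10%. Reads of one library counted in the other may explain this. It matters for low minimums: at 500 UMIs, 43 neonatal and 61 adult droplets were more than 20 times deeper in the other library, and 0 among the cells used for the main values. No biological explanation was tested.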

How the results depend on the processing

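The minimum of 2000 UMIs in all results, and the minimum of 500 UMIs for neighbors and pseudotime, were chosen after the data had been seen. No paired analysis was possible because each age has 1 library.

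The medians of the 3 lists of Supplemental Table 2 kept their sign under every alternative except the CD11b+ median at the 5% mitochondrial limit. The values follow in the order CD21–CD23–, CD21+CD23+, CD11b+. A minimum of 500 UMIs gave -0.65, 0.50 and 0.72, with 3713 adult B cells. With 10000 expected cells they were -0.66, 0.49 and 0.74 (3182 adult B cells), with the EmptyDrops step -0.65, 0.49 and 0.75 (3427) and with 2000 UMIs -0.66, 0.51 and 0.71 (3495). Median-of-ratios scaling gave -0.45, 0.55 and 1.02. Leaving out immunoglobulin, ribosomal protein and mitochondrial genes gave -0.52, 0.48 and 0.95, the mean over cells -0.66, 0.31 and 1.20, and thinning to 1000 UMIs -0.67, 0.30 and 1.19. With male cells only the CD21+CD23+ and CD11b+ medians were 0.48 and 0.77.

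The 5% mitochondrial limit kept 67 neonatal and 99 adult cells. It gave -0.23 for CD21–CD23– and -0.73 for CD11b+, and reversed Itgam (-3.21), Ms4a6c (-0.75), Pgap1 (0.17) and Cd79a (0.43). By construction this setting kept macrophage-like cells, 14 of the 67 neonatal and 1 of the 99 adult cells, which hold Itgam. The cause for Pgap1 and Cd79a was not tested. Cd79a also reversed with median-of-ratios scaling (0.088) and without the immunoglobulin, ribosomal protein and mitochondrial genes (0.017), since its ratio was near 0.

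The share of neighbors from the same library was 91.9% with 50 neighbors, 92.6% with male cells only, 90.2% with 500 UMIs and 91.8% with 2000 UMIs. It fell to 69.7% with each cell thinned to 1000 UMIs, so much of the separation needs the depth of the data. The median pseudotime ranks were 19.6 and 64.3 with 500 UMIs, and 20.1 and 65.3 with 2000 UMIs, where adult cells outnumber neonatal cells. The cause of the other shifts was not tested.

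For single genes, shares and clusters, 474 further values were computed: 278 were the same, 190 moved and 6 reversed. A value moved when it left the counting interval of the main value, and reversed when it changed sign and that interval lay on 1 side of 0. Numbers of clusters counted as the same within 1.5 times. Signs changed 16 times among the single genes, the others being those of Cd24a and Igkc, whose main intervals include 0. The resolutions of 0.3, 0.5 and 1 gave 7, 8 and 11 clusters. Not run, for lack of antibody counts, were the alternatives for subset shares, gates and the difference between subsets, neighbors within each subset, and the root by density of CD21–CD23– cells. The naming of clusters was revised after they were seen.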

Other observations

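The tests of the droplets with a high mitochondrial share, and the comparison of the other neonatal cells with female cells, were chosen after the results had been seen.

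The age differences in the lists of Supplemental Table 2 were weighed against 4 explanations, with values in the order CD21–CD23–, CD21+CD23+, CD11b+. With male cells only, the medians were -0.59, 0.479 and 0.774, so the sexes in the pools are not the whole cause. With each cell thinned to 1000 UMIs they were -0.67, 0.3 and 1.194, which argues against depth as the cause. Outside the B1-like cluster they were -0.74, 0.53 and 0.85, which argues against more B1-like cells as the whole cause. Inside that cluster the medians were -0.196, 0.40 and 0.35. Male over female neonatal cells, which come from different mice of 1 library, gave -0.021 and -0.12 for the first pair of lists, far from the age difference, and 0.415 for CD11b+. For CD11b+, a difference between mice and an age difference cannot be told apart, since cells called male need a Y-linked UMI and are deeper (median 6244 UMIs). With all other neonatal cells over female cells the CD11b+ median was 0.27. The preparation of the libraries is confounded with age, and age stays open and untested.

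Lambda light chains were used by 15.6% of neonatal cells (313 of 2003, exact 95% interval 14.1 to 17.3%) and 8.52% of adult cells (166 of 1948, 7.32 to 9.85%). Male cells alone gave 16.155% and 8.598%, which argues against the sexes as the cause. Female neonatal cells, from other mice than the male cells, gave 16.879%. Age and the library cannot be told apart in this design.

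The 12 immediate-early genes had been expected to be higher in the adult library, and were not: their median log2 ratio was -0.29, with 1 of 12 higher in the adult library. It was -0.168 with thinned cells and -0.299 with a minimum of 500 UMIs. Since the expected rise was absent, depth and the minimum had nothing to explain, and these values test neither. No biological explanation was tested.

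With a minimum of 500 UMIs and no mitochondrial limit, 336 neonatal and 782 adult droplets with a median of 34.0% and 29.5% mitochondrial UMIs formed a cluster. Outside mitochondrial genes, ribosomal protein mRNAs made up 12.228% of its neonatal and 18.757% of its adult UMIs, against 28.3% and 32.4% in the other cells. Malat1, a nuclear transcript, made up 10.479% and 8.419%, against 1.41% and 1.30% in near-empty droplets, which argues against free RNA. Cells that lost cytoplasmic RNA are a candidate explanation. No biological explanation was tested.

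Transcripts of the neonatal pool occurred in adult droplets under 500 UMIs. Of the Hbb-bs UMIs there, 90.0% lay at barcodes of neonatal cells with Hbb-bs, and 60.0% for Hba-a1, where 0.072% and 0.021% of all UMIs of these droplets lay. Reads of the neonatal library counted in the adult library may explain them. For Xist the share was 20.28%, against 0.668% of all UMIs, so reads of the neonatal library and other origins cannot be told apart for most of its UMIs. No biological explanation was tested.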
